# CTCF orchestrates the germinal centre transcriptional program and prevents premature plasma cell differentiation

**DOI:** 10.1038/ncomms16067

**Published:** 2017-07-05

**Authors:** Arantxa Pérez-García, Ester Marina-Zárate, Ángel F. Álvarez-Prado, Jose M. Ligos, Niels Galjart, Almudena R. Ramiro

## Abstract

In germinal centres (GC) mature B cells undergo intense proliferation and immunoglobulin gene modification before they differentiate into memory B cells or long-lived plasma cells (PC). GC B-cell-to-PC transition involves a major transcriptional switch that promotes a halt in cell proliferation and the production of secreted immunoglobulins. Here we show that the CCCTC-binding factor (CTCF) is required for the GC reaction *in vivo*, whereas *in vitro* the requirement for CTCF is not universal and instead depends on the pathways used for B-cell activation. CTCF maintains the GC transcriptional programme, allows a high proliferation rate, and represses the expression of Blimp-1, the master regulator of PC differentiation. Restoration of Blimp-1 levels partially rescues the proliferation defect of CTCF-deficient B cells. Thus, our data reveal an essential function of CTCF in maintaining the GC transcriptional programme and preventing premature PC differentiation.

## Abstract (web summary)

Activated B cells differentiate into antibody-producing plasma cells in the germinal centre in secondary lymphoid organs. Here the authors show that this differentiation process and related transcription programs are modulated by the transcription factor CTCF, partly by suppressing the premature expression of Blimp-1.

Germinal centres (GC) are microstructures that develop in secondary lymphoid organs as a result of B-cell activation by antigen and that allow the generation of high-affinity memory B cells or long-lived antibody secreting plasma cells (PC), the effector cells of the humoral immune response^1^,^2^. After antigen engagement, naive B cells are activated by interaction with CD4^+^ T cells and initiate a vigorous proliferative response that promotes the clonal expansion of the cells that recognized the antigen. Proliferating GC B cells engage in the somatic remodelling of immunoglobulin (Ig) genes by somatic hypermutation, which introduces mutations in the variable region of the immunoglobulin genes and generates clonally related B cells expressing immunoglobulins with slightly altered binding specificities^1^,^3^. Within these closely related clones, only those B cells with a higher affinity for the initiating antigen are selected for survival and further proliferation in the process known as affinity maturation^2^. Thus, the biology of GCs is extremely complex and entails proliferation, B-cell receptor signalling for survival, cell death and cell fate decisions along with a significant reorganization of the genomic architecture that encodes the GC B-cell transcriptome^4^.

The exit of B cells from the GC and their differentiation into PCs involves a major transcriptional switch that promotes on one hand, a halt in cell-cycle progression and immunoglobulin diversification, and on the other, a boost in the transcription of immunoglobulin genes together with a massive production of secreted immunoglobulin^5^. Two important transcriptional regulators orchestrate the transition from naive to GC B cell and from GC B cell to PC: Bcl-6 and Blimp-1. The transcriptional repressor Bcl-6 is considered the master regulator of the GC reaction. Bcl-6 is upregulated at the GC stage and regulates the expression of genes involved in B-cell activation, survival, DNA-damage response and cell-cycle arrest, among other pathways. Mice lacking Bcl-6 cannot form GCs or produce high-affinity antibodies (reviewed in ref. 6). Blimp-1 is a transcriptional regulator expressed at the transition from GC to PC differentiation. B cells that lack Blimp-1 are unable to proceed to the PC fate and cannot secrete immunoglobulins^7^. Blimp-1 acts as a transcriptional repressor that promotes B-cell proliferation arrest, establishes the PC transcriptional programme and triggers immunoglobulin secretion^7^,^8^,^9^,^10^. Importantly, Bcl-6 and Blimp-1 establish mutual negative regulatory loops, such that Bcl-6 prevents Blimp-1 expression and Blimp-1 is considered key to extinguish the GC reaction^8^,^11^,^12^. In this regard, the GC and PC differentiation stages can be considered as antagonistic transcriptional programs orchestrated by Bcl-6 and Blimp-1.

The CCCTC-binding factor (CTCF) is a ubiquitous architectural protein with eleven zinc-finger domains. Although initially described as a transcriptional regulator of the c-myc proto-oncogene^13^,^14^,^15^ that establishes physical barriers on the DNA acting as a transcriptional insulator^14^, studies have shown that CTCF is also associated with regions of active transcription^16^. CTCF mediates long-range chromatin loops to facilitate or prevent promoter–enhancer interactions^17^,^18^,^19^, suggesting that CTCF may have a general function in the control of gene transcription (reviewed in ref. 20). A number of studies have addressed the function of CTCF during B-cell development. Removal of CTCF-binding sites at the immunoglobulin heavy chain locus has revealed an important function of CTCF in the regulation of V(D)J recombination during bone marrow differentiation. In addition, elimination of CTCF in early B-cell precursors, although compatible with immunoglobulin heavy chain recombination, resulted in a block in B-cell differentiation in the bone marrow^21^,^22^,^23^,^24^,^25^,^26^,^27^,^28^,^29^. However, the function of CTCF in mature B cells, and particularly during the GC reaction, is unclear.

Here we use a conditional mouse model to deplete CTCF specifically in GC B cells. We find that CTCF is required for the GC reaction *in vivo*. By contrast, the sensitivity to CTCF deficiency *in vitro* is selectively dependent on the pathways mediating B-cell activation. Extensive transcriptome and functional analyses reveal that CTCF is required to maintain the GC transcriptional programme and to prevent premature PC differentiation by facilitating cell proliferation and by blocking Blimp-1 expression. Thus our data unveil CTCF as an important regulatory factor for late B-cell differentiation.

## Results

### CTCF is required for the germinal centre reaction *in vivo*

To address the role of CTCF during the GC reaction we specifically depleted CTCF in GC B cells by breeding mice carrying a floxed CTCF allele with transgenic AID-CRE mice (*AID-CRE*^*TG/+*^), where the Cre recombinase is inserted together with a cDNA encoding the human CD2 molecule (hCD2) in a BAC construct that contains the complete activation-induced deaminase (AID) locus (Supplementary Fig. 1a). AID is a deaminase expressed in GC B cells that initiates antibody diversification by somatic hypermutation and class switch recombination. Thus, in *CTCF*^*fl/fl*^*; AID-CRE*^*TG/+*^ mice the expression of CRE and the deletion of CTCF is triggered by the expression of AID—therefore specifically expressed in GC B cells—and surface expression of hCD2 can be used to track GC B cells and CTCF depletion (Supplementary Fig. 1b). As expected, analysis of B-cell differentiation in bone marrow and spleen did not show any difference between *CTCF*^*fl/fl*^*; AID-CRE*^*TG/+*^ and *CTCF*^*fl/+*^*; AID-CRE*^*TG/+*^ mice (Supplementary Fig. 1c–e and Supplementary Table 1), indicating that B-cell differentiation is not affected before GC formation in *CTCF*^*fl/fl*^*; AID-CRE*^*TG/+*^ mice.

To determine the role of CTCF in GCs, we immunized *CTCF*^*fl/fl*^*; AID-CRE*^*TG/+*^ (CTCF deficient), and *CTCF*^*fl/+*^*; AID-CRE*^*TG/+*^, *CTCF*^*+/+*^*; AID-CRE*^*TG/+*^ *CTCF*^*+/+*^*; AID-CRE*^*+/+*^ (control) mice with sheep red blood cells (SRBC) and analysed the GC response in spleen 7 days later (Fig. 1a–c). We found that the proportions of GC B cells (Fas^+^GL7^+^) and IgG1^+^-switched cells were markedly reduced in *CTCF*^*fl/fl*^*; AID-CRE*^*TG/+*^ mice when compared to all groups of control mice (Fig. 1a,b). Accordingly, the expression of hCD2 is almost undetectable in CTCF^fl/fl^;AID-CRE^TG/+^ mice (Fig. 1a,b). The absence of GC B cells upon CTCF depletion was also evident by immunofluorescence staining, which showed that immunized CTCF^fl/fl^ mice have normal splenic and follicular architecture but completely lack PNA+, GC B cells (Fig. 1c). Given that we did not detect any significant difference among the three control groups of mice, hereafter all experiments will be performed using *CTCF*^*fl/+*^*; AID-CRE*^*TG/+*^ (CTCF^fl/+^ for brevity) and *CTCF*^*fl/fl*^*; AID-CRE*^*TG/+*^ (CTCF^fl/fl^) littermates as control and CTCF-deficient groups, respectively. Consistently with the novo GC formation, we found a profound GC block in Peyer’s patches (Supplementary Fig. 1f). Together, these results show that CTCF is absolutely required for the GC reaction *in vivo*.

### B-cell activation pathway determines CTCF loss sensitivity

To address the molecular mechanisms of GC impairment in CTCF-deficient mice we made use of a standard *in vitro* system in which LPS/IL4 stimulation of naive B cells recapitulates many features of the GC reaction such as induction of B-cell proliferation, AID expression and class switch recombination. Splenic B cells from CTCF^fl/fl^ or CTCF^fl/+^ mice were stimulated with LPS/IL4 and we used the expression of the hCD2 reporter as a surrogate to track the extent of B-cell activation. Surprisingly, we did not find any difference in the proportion of hCD2 positive cells between CTCF deficient and control mice (82.84%±7.3% in CTCF^fl/+^ cells and 84.31%±10.7% in CTCF^fl/fl^ cells) (Fig. 2a,b). To rule out that the absence of phenotype could be due to a defective deletion of the CTCF-floxed allele, we measured the levels of CTCF in sorted hCD2^+^ B cells from LPS/IL4 cultures (Fig. 2c). 

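Ctcf, which encodes the DNA-binding protein that holds chromatin loops together with cohesin, was lower in CTCFfl/fl than in CTCFfl/+ B cells in the RNA-seq of hCD2+ cells sorted after 48 h with LPS and IL4. Its mRNA was at 141 ± 6.01 CPM (normalized read counts scaled to library size; SD, n = 3 libraries) in CTCFfl/+ cells and at 70.3 ± 7.63 CPM (SD, n = 3) in CTCFfl/fl cells, 49.8% of the CTCFfl/+ level. This is a log2 fold change of -1.01 (standard error 0.10, adjusted p = 0.00034 from limma over 11962 genes), and no gene of these had a smaller p. The gene lies on chromosome 8 of GRCm38 from 105636568 to 105682922. Every CTCFfl/fl library was below every CTCFfl/+ library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The value covers the reads of the whole gene, including any from parts outside the deleted segment, and the CTCFfl/+ cells themselves carry 1 floxed allele. Without limma's trend of the variance with the expression level, the adjusted p for Ctcf was 0.13, against a range of 8.8e-18 to 0.13 over all alternatives.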

We observed a strong reduction of CTCF protein and mRNA levels in CTCF^fl/fl^ compared with CTCF^fl/+^ mice (Fig. 2d), suggesting that the disparity between the results obtained *in vivo* and *in vitro* is likely due to the failure of LPS/IL4 stimulation to faithfully recapitulate the need for CTCF *in vivo*.

To address this issue, we sought for *in vitro* stimulation conditions that could better mimic *in vivo* B-cell activation and decided to use a strategy where B cells can be stimulated *in vitro* by T cells in the presence of immobilized anti-CD3 together with soluble anti-CD28, as previously described^30^,^31^,^32^. Under these conditions, we observed that the population of hCD2 positive cells, used to track B-cell activation, was significantly reduced in the CTCF-deficient samples compared with control mice (72h: 17.34%±7.2% in CTCF^fl/+^ cells versus 10.71%±2.9% in CTCF^fl/fl^ cells; 96 h: 23.67%±7.2% in CTCF^fl/+^ cells versus 15.33%±3.8% in CTCF^fl/fl^ cells; percentages of hCD2^+^ gated in B220^+^ cells) (Fig. 2e,f). 

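Ctcf was also lower in CTCFfl/fl B cells sorted after 48 h of co-culture with T cells, anti-CD3 and anti-CD28. In these RNA-seq libraries its level was 130 ± 6.67 CPM (SD, n = 3) in CTCFfl/+ cells and 74.7 ± 2.39 CPM (SD, n = 3) in CTCFfl/fl cells, 57.4% of the CTCFfl/+ level. The log2 fold change was -0.80 (standard error 0.07, adjusted p = 0.00012 from limma over 12070 genes). The CTCFfl/fl libraries lay between 72.0 and 76.3 CPM and the CTCFfl/+ libraries between 126 and 138 CPM (exact two-sided permutation test, p = 0.1, the smallest possible). As in the LPS/IL4 cultures, reads from parts of Ctcf outside the deleted segment are included.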

Quantification of CTCF protein in hCD2^+^ cells revealed a similar degree of depletion to LPS/IL4 cultures (Fig. 2g), along with a significant reduction of CTCF mRNA levels (Fig. 2h). Therefore, the distinct impact of CTCF deletion in LPS/IL4 versus CD3/CD28 T-stimulated B cells was not due to differential degree of CTCF depletion as measured by protein levels (Fig. 2c,g and Supplementary Fig. 2) by RNA levels (Fig. 2d,h) or allele excision (Supplementary Fig. 3a,b). Likewise, the increased sensitivity to CTCF loss of CD3/CD28-stimulated B cells could not be accounted for by an increased proliferation rate under these conditions (Supplementary Fig. 3c). Thus, our data suggest that similarly to GC B cells *in vivo*, B cells activated *in vitro* in the presence of T cells are sensitive to CTCF loss. In contrast, B cells stimulated by LPS and IL4 seem refractory to the absence of CTCF.

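The loss of Ctcf mRNA was compared between the cultures with an interaction term in limma. The log2 fold change of Ctcf was 0.21 higher, that is, less negative, in CD3/CD28 than in LPS/IL4 cultures (standard error 0.11, 95% confidence interval -0.03 to 0.45, adjusted p = 0.29 from limma over 11847 genes). No difference in the fall of Ctcf was thus detected. In the paper's supplement the order was the reverse, with log2 fold changes of -1.04 in CD3/CD28 and -0.85 in LPS/IL4 cultures. Whether the fold changes of both cultures are on the same scale in the deposited table is not known, and the direction of this difference is left open.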

### T–B-cell co-cultures recapitulate the GC reaction

To understand the differential requirement for CTCF of B cells under different activation cues, we first performed RNA-seq of hCD2^+^ CTCF proficient B cells stimulated with LPS/IL4, hCD2^+^ B cells stimulated with CD3/CD28 T cells and *in vivo* activated Fas^+^GL7^+^ GC B cells (Supplementary Fig. 4a). Each of these samples was compared with RNA-seq data from resting splenic B cells and the three pairwise comparisons were first analysed with Venn diagrams (Fig. 3a,b). We observed that all three stimulation conditions shared a high proportion of both downregulated and upregulated genes. However, we found that CD3/CD28 T-stimulated B cells and GC B cells shared a specific set of 267 downregulated genes (shaded area 1), whereas LPS/IL4-stimulated B cells only shared 97 unique downregulated genes (shaded area 2) with GC B cells (Fig. 3a). Similar results were found for upregulated genes (Fig. 3b). Next, we selected the 10% most differentially expressed genes between GC and resting B cells, and compared their expression levels in all four conditions. Importantly, we found a remarkable similarity between GC and CD3/CD28 T-stimulated B cells in the expression of genes related with cell cycle and other key features of the GC reaction (Fig. 3c,d for representative examples of some functionally relevant genes in GC B cells, and Supplementary Fig. 4b). Together, these data indicate that co-culturing B cells with CD3/CD28-activated T cells recapitulates the *in vivo* GC transcriptional programme better than LPS/IL4 stimulation does, which in turn could explain the differential requirement for CTCF of B cells stimulated under these conditions.

### CTCF transcriptionally regulates key processes of GC biology

To further characterize the role of CTCF in the GC reaction, and given the unfeasibility to obtain CTCF-deficient GC cells *in vivo*, we performed RNA-seq analysis of hCD2^+^ B cells after *in vitro* stimulation with CD3/CD28 T cells or with LPS/IL4. 

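B cells expressing the hCD2 reporter of AID-Cre were sorted after 48 h of culture, and polyadenylated RNA from 12 libraries was sequenced as single reads. Each of the 2 cultures had 3 libraries of CTCFfl/fl cells and 3 of CTCFfl/+ cells, and each library came from a pool of 2 to 3 mice. The paper's methods give LPS at 25 µg/ml, IL4 at 10 ng/ml, anti-CD3 at 5 µg/ml and anti-CD28 at 2 µg/ml, from mice aged 7 to 13 weeks. The sample records give LPS at 50 µg/ml, IL4 at 5 ng/ml, anti-CD3 at 5 µg/ml, anti-CD28 at 1 µg/ml and mice of 8 to 12 weeks, and they state that the stimuli were handled as separate batches. The authors trimmed the reads with Cutadapt, quantified them with RSEM against the mouse transcriptome (GRCm38) and normalized them with edgeR, and the deposited table holds normalized CPM for 12699 genes. Of its values 100% were whole multiples of 1 step per library (within 0.01 of a whole number), which gives read numbers per library. The CD3/CD28 libraries held 6934344 to 10573266 reads (median 8367123) for CTCFfl/+ and 8289252 to 11227004 (median 8462947) for CTCFfl/fl. The LPS/IL4 libraries held 26248738 to 28130440 reads (median 27827653) for CTCFfl/+ and 23469188 to 26950112 (median 26692627) for CTCFfl/fl. Most genes had nearly the same mean in both cultures in this table. Among genes with a mean of at least 5 CPM, the culture means of 98.8% lay within 0.1 log2 units of each other. Over the 9905 genes with a mean of at least 5 CPM, the difference between the culture means had an SD of 0.0512 log2 units, whereas the genotype effects had SDs of 0.310 in CD3/CD28 and 0.187 in LPS/IL4. The CPM are therefore levels as deposited rather than each culture's own, and the recovered numbers need not be the reads first counted. Levels were not interpreted between cultures. An interaction term compared the genotype effects of the 2 cultures, which were also separate batches. Otherwise only the differences between genotypes within a culture were interpreted. These were tested on log2(CPM + 0.5) with limma, with a trend of the variance, in each culture alone, for genes with at least 1 CPM in at least 3 of the 6 libraries and at a Benjamini-Hochberg adjusted p under 0.05. Log2 fold changes are on this log2(CPM + 0.5) scale, which understates the changes of genes with low levels. Those of CD3/CD28 cultures were also smaller than in the paper's supplement at higher levels. Their median ratio to it was 0.742 over 1553 genes with a mean of at least 20 CPM, against 1.01 over 36 genes in LPS/IL4 cultures. On simulated data, limma found 80.6% of 1.5-fold and 91% of 2-fold changes in the CD3/CD28 libraries, and 59.7% and 95.5% in the LPS/IL4 libraries.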

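In B cells stimulated with CD3/CD28 and T cells, Flt3, a receptor tyrosine kinase of haematopoietic progenitors, rose from 13.7 ± 0.457 CPM (SD, n = 3) in CTCFfl/+ to 84.3 ± 5.65 CPM (SD, n = 3) in CTCFfl/fl cells, a log2 fold change of 2.57 (standard error 0.09, adjusted p = 1.6e-07 from limma). Fcer2a, the low-affinity IgE receptor CD23, fell from 174 ± 10.6 to 38.1 ± 6.31 CPM (SD, n = 3 each), a log2 fold change of -2.19 (standard error 0.11, adjusted p = 2.6e-06 from limma). Altogether 2250 of the 12070 genes tested differed between the genotypes, 1193 higher and 1057 lower in CTCFfl/fl cells. Flt3 lies on chromosome 5 of GRCm38 from 147330741 to 147400489 and Fcer2a on chromosome 8 from 3681737 to 3694175. Other genes with large rises were Itgam, the integrin chain CD11b (log2 fold change 1.81), Stac2 (1.78), Aldoc, a glycolytic aldolase (1.71), Bmf, a pro-apoptotic member of the BCL-2 family (1.54), and Ccr6, a chemokine receptor of B cells (1.43). Ccr6 went from 25.6 ± 2.52 to 69.8 ± 3.72 CPM (SD, n = 3 each). Cyp4f18, Tcp11l2, Kif19a, Endou and Slc4a8 had log2 fold changes between 1.47 and 1.67. Among the genes that fell, Parm1 went from 19.3 ± 1.92 to 2.60 ± 0.559 CPM (SD, n = 3 each; log2 fold change -2.68). Lta, the cytokine lymphotoxin alpha, went from 13.9 ± 1.71 to 3.69 ± 0.957 CPM (SD, n = 3 each; log2 fold change -1.80). Slc15a3, a lysosomal peptide transporter (-1.74), Lifr, the receptor of leukaemia inhibitory factor (-1.52), the transcription factors Insm1 (-1.51), Hlx (-1.49) and Batf3 (-1.43), and Rnf19b, a ubiquitin ligase (-1.33), fell as well. So did Lad1 (-1.75), Xylt1 (-1.71) and Atp11a (-1.36). Xntrpc, whose model overlaps other genes, was called at 2.39 (adjusted p = 0.046), but not without CTCFfl/+ replicate 3 (adjusted p = 0.091) or without CTCFfl/fl replicate 1, 2 or 3 (adjusted p = 0.086, 0.10 and 0.081; range over all alternatives 0.0083 to 0.48). The median size of a called change was 0.43 log2 units, and 193 called genes changed by at least 1. In 2232 of the called genes every CTCFfl/fl library lay on the same side of every CTCFfl/+ library, as it did in 39.6% of all genes against 10% by chance. The count was 1181, 1415 and 1005 without CTCFfl/+ replicate 1, 2 and 3 and 1092 without limma's variance trend. On the recovered reads, edgeR's quasi-likelihood test called 2235 genes.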

We found that 2,229 genes were differentially expressed when we compared CTCF^fl/fl^ and CTCF^fl/+^ cells from CD3/CD28 T cultures (adjusted *P*<0.05), approximately half of which were upregulated (1,154) and half were downregulated (1,064) (Fig. 4a and Supplementary Data 1). In sharp contrast, only 50 genes were differentially expressed in CTCF^fl/fl^ versus CTCF^fl/+^ hCD2^+^ cells from LPS/IL4 cultures (Fig. 4a and Supplementary Data 2). This notion was reinforced after plotting the *Z*-scores of the 20% most differentially expressed genes between CTCF-deficient and control CD3/CD28 T-stimulated B cells, which showed identical profiles in CTCF^fl/fl^ and CTCF^fl/+^ cells after LPS/IL4 stimulation (Fig. 4b). Together, these data agree with the finding that CTCF is dispensable for LPS/IL4-stimulated B cells but required for CD3/CD28 T-stimulated B cells and for GC B cells.

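In LPS/IL4 cultures 4 genes fell in CTCFfl/fl cells and none rose, of 11962 tested. Besides Ctcf these were Carmil2, a regulator of actin capping whose gene starts just downstream of Ctcf on chromosome 8, Spata13, a guanine nucleotide exchange factor of small GTPases, and Serpina3f, a serine protease inhibitor induced by interferon. Carmil2 went from 90.2 ± 4.89 CPM (SD, n = 3) in CTCFfl/+ to 50.6 ± 3.38 CPM (SD, n = 3) in CTCFfl/fl cells, a log2 fold change of -0.83 (standard error 0.09, adjusted p = 0.0017 from limma). It lies on the strand of Ctcf from 105686274 to 105698187, and its end overlaps Acd on the other strand. Spata13 went from 75.3 ± 2.95 to 47.0 ± 5.43 CPM (SD, n = 3 each; log2 fold change -0.68, standard error 0.10, adjusted p = 0.038 from limma). Serpina3f went from 67.7 ± 20.7 to 23.9 ± 9.27 CPM (SD, n = 3 each; log2 fold change -1.52, standard error 0.24, adjusted p = 0.040 from limma). Serpina3f has close paralogs that can share reads with it. At an unadjusted p under 0.05, which a share of 0.05 of the genes passes by chance, limma gave 796 of 11962 genes. The genotypes did not overlap in 11.0% of the genes against 10% by chance. On the recovered reads, edgeR's quasi-likelihood test called 1 gene higher and 3 lower, edgeR's exact test 10 higher and 22 lower, and DESeq2 10 higher and 27 lower. The calls of Spata13 and Serpina3f were lost without CTCFfl/+ replicate 2 (adjusted p = 0.16 for both) and without CTCFfl/fl replicate 3 (adjusted p = 0.12 and 0.10), and that of Spata13 without CTCFfl/+ replicate 1 (adjusted p = 0.063). Over the limma, edgeR and DESeq2 alternatives the adjusted p ranged from 7.4e-06 to 0.26 for Spata13 and from 1.3e-05 to 0.46 for Serpina3f. Without limma's variance trend, Carmil2 was lost too (adjusted p = 0.14, range over all alternatives 5.3e-12 to 0.14) and none of the 4 calls was kept. The count was 10, 2 and 75 without CTCFfl/+ replicate 1, 2 and 3, and 10 and 40 without CTCFfl/fl replicates 1 and 2. With the replicate number as a block it was 18, with 2 genes higher and 16 lower, although the labels do not say that libraries of the same number are a pair.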

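The genes that changed most in CD3/CD28-stimulated B cells were followed in the LPS/IL4 libraries, which were not part of the test that chose them. As the mean levels of both cultures are nearly equal in the deposited table, the values of the 2 cultures need not be independent. Of the 450 genes in the top 20% by size of change, 426 were tested in LPS/IL4, 301 of them higher and 125 lower in CD3/CD28 CTCFfl/fl cells, and 2 were called in LPS/IL4. The genes higher in CD3/CD28 had a median log2 fold change of 0.93 there and of -0.04 in LPS/IL4, and the genes lower in CD3/CD28 had medians of -0.92 and 0.05. Of these genes 44.8% had the same sign in both cultures, and the Pearson correlation across genes, which are not independent replicates, was -0.12. In limma's camera test on the LPS/IL4 libraries, the set higher in CD3/CD28 gave an adjusted p = 0.54 and the set lower in CD3/CD28 an adjusted p = 0.021 towards higher values, adjusted over the 2 sets. With an estimated correlation camera gave adjusted p = 0.80 for both sets, and fry gave adjusted p = 0.90 for both. The adjusted p of the set of lower genes was above 0.05 without LPS/IL4 CTCFfl/+ replicate 3 (0.41), LPS/IL4 CTCFfl/fl replicate 1 (0.54) or 3 (0.33), CD3/CD28 CTCFfl/+ replicate 1 (0.12) or 2 (0.090) and CD3/CD28 CTCFfl/fl replicate 2 (0.057), with a range over all alternatives of 2.1e-08 to 0.90. That of the higher genes was 0.017 and 0.015 without LPS/IL4 CTCFfl/+ replicate 2 and CTCFfl/fl replicate 2, with a range of 0.015 to 0.90.

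**Figure D1:**
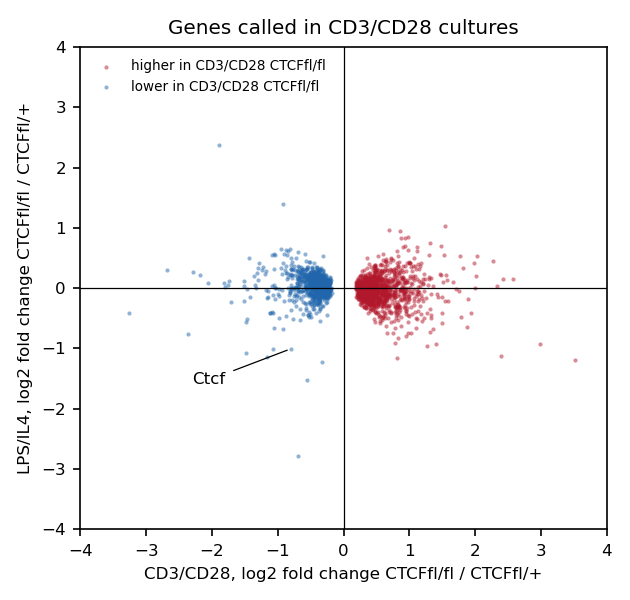
Log2 fold change of CTCFfl/fl against CTCFfl/+ B cells in CD3/CD28 cultures (x axis) and in LPS/IL4 cultures (y axis), 1 point for each of the 2226 genes called in CD3/CD28 and tested in both cultures, red where higher and blue where lower in CD3/CD28. The points lie along the x axis (slope -0.06, r = -0.15 across genes), with Ctcf low in both cultures.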

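With the interaction term, the effect of CTCF loss was called as different between the cultures for 897 of 11847 genes tested. It was more positive in CD3/CD28 for 460 and more negative for 437. Flt3 rose in CD3/CD28 cultures and had a log2 fold change of 0.14 in LPS/IL4 cultures (difference 2.43, standard error 0.18, adjusted p = 8.5e-06 from limma). Spata13 rose by 1.37 in CD3/CD28 and fell in LPS/IL4 (difference 2.05, standard error 0.15, adjusted p = 8.5e-06). Of the genes that fell in CD3/CD28 cultures, Slc15a3 had a difference of -1.86 (adjusted p = 0.00011), Rnf19b one of -1.33 (adjusted p = 0.00014) and Zfp280b, a zinc finger protein, one of -1.71 (adjusted p = 0.00049). Mat2a, the enzyme that makes S-adenosylmethionine, had one of -1.0001 (adjusted p = 0.00077). Cytip, an adaptor that regulates leukocyte adhesion, had log2 fold changes of 1.03 in CD3/CD28 and -0.75 in LPS/IL4 (difference 1.77, adjusted p = 0.00063). Of the 897 genes, 795 were also called in CD3/CD28 cultures, and for 826 the effect was larger in size there. The count was 458 and 405 without CD3/CD28 CTCFfl/+ replicates 1 and 3, and 475 without CD3/CD28 CTCFfl/fl replicate 2. It was 509 without LPS/IL4 CTCFfl/fl replicate 3 and 388 without limma's variance trend. In 8 draws only the LPS/IL4 libraries were regrouped, and 3 of these called as many genes as the real grouping. The size of the count thus reflects the effect in CD3/CD28 cultures. Whether the fold changes of both cultures are on the same scale in the deposited values is not known. The paper states that its data fit with LPS/IL4-stimulated B cells doing without CTCF and with CD3/CD28 T-stimulated B cells and GC B cells needing it.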

To gain mechanistic insights into the function of CTCF in GC B cells we first compared the transcriptional shifts induced in GC B cells (GC versus naive B cells) with those induced upon CTCF depletion (CTCF^fl/fl^ versus CTCF^fl/+^, CD3/CD28 T-stimulated B cells), and found that most (75.7%, 1,668 genes) of all genes controlled by CTCF are part of the GC transcriptional programme *in vivo* (Fig. 4c). Importantly, we observed that almost 65% (30.7%+34.1%) of these common genes (1,095 out of 1,688) showed anti-correlative expression changes, that is, genes normally upregulated in GC cells are downregulated upon CTCF depletion, and vice versa (Fig. 4d). Pathway enrichment analysis of the genes differentially expressed upon CTCF depletion showed enrichment in terms included in the p53 pathway, B-cell receptor signalling, hematopoietic cell lineage and cell cycle (Fig. 4e,f), among others. 

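In CD3/CD28-stimulated CTCFfl/fl B cells, more genes rose than fell among those of B-cell receptor signalling, targets of p53 and surface molecules of haematopoietic lineages, while many members did not pass the test. Of 40 genes of B-cell receptor signalling, which carries antigen signals into the B cell, 23 rose and 2 fell (27 higher and 2 lower when adjusted over the list alone), with a median log2 fold change of 0.25. Of 33 targets of p53, the transcription factor of the DNA damage response, 12 rose and 1, Casp8, fell (17 higher and 4 lower when adjusted over the list alone), with a median of 0.21; the call of Casp8 was lost without limma's variance trend. Of 29 haematopoietic surface molecules, 14 rose and 6 fell (16 higher and 7 lower when adjusted over the list alone), with a median of 0.34. In limma's camera test with a preset correlation of 0.01, the adjusted p over 27 lists was 7.8e-08 for B-cell receptor signalling, 0.0020 for the p53 targets and 0.011 for the haematopoietic surface molecules. These became adjusted p = 0.40, 0.41 and 0.41 with an estimated correlation, and fry gave adjusted p = 0.014 for each. These lists were in part chosen on these samples, since 20, 12 and 20 of their tested genes are shown in Fig. 4f or 5h, and their direction is not independent evidence. Without the genes of the figures, the adjusted p from camera was 0.028 for B-cell receptor signalling, 0.068 for the p53 targets and 0.68 for the haematopoietic surface molecules. Markers of myeloid cells moved in the same direction, as 4 of 9, Itgam, Tyrobp, Ctss and Cst3, rose and none fell, although Itgam is also among the haematopoietic surface molecules and B cells express Ctss and Cst3. The call of Cst3 was lost without CTCFfl/+ replicate 1, 2 or 3 (limma adjusted p = 0.064, 0.091 and 0.061) or CTCFfl/fl replicate 2 (0.051). That of Ctss was lost without CTCFfl/+ replicate 1 or 3 (limma adjusted p = 0.063 and 0.067). Of 15 T cell markers, Cd3g, Skap1 and Ctla4 rose and Thy1 fell. The call of Skap1 was lost whichever library was left out (limma adjusted p = 0.054 to 0.11). That of Cd3g was lost without any library except CTCFfl/fl replicate 3 (limma adjusted p = 0.058 to 0.085). In all, 14 of the 27 lists passed the camera test in CD3/CD28 cultures, 7 higher and 7 lower, none of them passed with an estimated correlation, and 12 passed with fry. The LPS/IL4 libraries gave, with camera, adjusted p = 0.87 for B-cell receptor signalling, 0.82 for the p53 targets and 0.47 for the haematopoietic surface molecules, with medians of -0.01, 0.04 and 0.04.

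**Figure D2:**
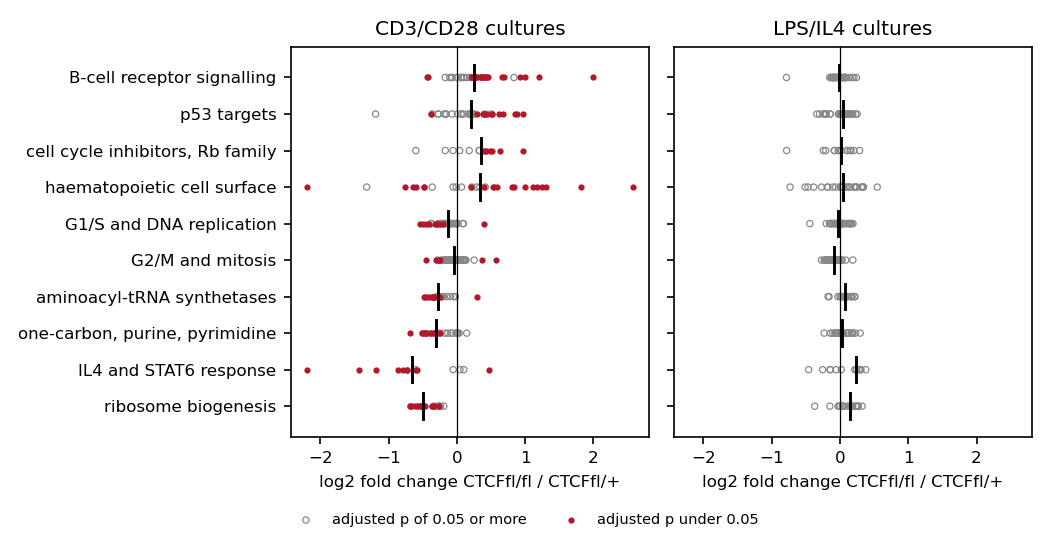
Log2 fold change of CTCFfl/fl against CTCFfl/+ B cells (x axis) for the members of 10 gene lists (y axis) in CD3/CD28 cultures (left) and LPS/IL4 cultures (right), with 1 circle per gene, red where limma's adjusted p was under 0.05 and grey otherwise, and a black bar at the median of the list. In CD3/CD28 cultures the medians run from -0.67 (IL4 and STAT6 response) to 0.35 (cell cycle inhibitors and Rb family).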

Analysis of individual genes revealed that CTCF depletion deregulates key players of cell-cycle progression and B-cell function (representative examples shown in Fig. 4f). 

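Among the genes of B-cell receptor signalling in CD3/CD28-stimulated B cells, Syk, the kinase that relays the receptor's signal, rose from 617 ± 15.7 to 975 ± 53.0 CPM (SD, n = 3 each), a log2 fold change of 0.66 (standard error 0.06, adjusted p = 0.00017 from limma). Fcgr2b, the inhibitory Fc receptor of B cells, went from 113 ± 7.87 to 216 ± 22.2 CPM (SD, n = 3 each; log2 fold change 0.92). Pirb had a log2 fold change of 1.20 (adjusted p = 0.00040 from limma). Cr2, the complement receptor CD21, went from 8.75 to 18.3 CPM, and Ifitm1, a membrane protein induced by interferon, rose by 1.99 on the log2 scale. The kinase Lyn rose by 0.40, while Nfkb1, a subunit of NF-kB, fell by 0.44. Of the p53 targets, Gadd45a, which halts the cell cycle after DNA damage, rose from 10.6 ± 0.885 to 21.3 ± 1.87 CPM (SD, n = 3 each), a log2 fold change of 0.97 (standard error 0.12, adjusted p = 0.00083 from limma). Trp53inp1 (0.88), Sfn (0.84), Sesn3 (0.41) and Zmat3 (0.40) rose as well. Of the haematopoietic surface molecules, Cd24a, a glycoprotein of immature and activated B cells, rose from 241 ± 13.6 to 573 ± 72.5 CPM (SD, n = 3 each; log2 fold change 1.24, adjusted p = 3.1e-05 from limma). The decoy receptor Il1r2 (27.0 to 60.6 CPM), the integrin chain Itga3 (1.31) and Cd2 (0.84) rose as well. Cd44, a receptor for hyaluronan, fell by 0.64 and Il4ra, the receptor chain for IL4, by 0.60 on the log2 scale (adjusted p = 0.00061 and 0.00067 from limma). In each of these genes every CTCFfl/fl library lay on the same side of every CTCFfl/+ library. Of the 91 genes that the paper names in its text or figures, 50 were higher and 30 lower in CTCFfl/fl cells in this culture and 11 did not pass the test, and in LPS/IL4 cultures only Ctcf did. Many of them are shown in the paper because they changed in these same CD3/CD28 libraries, so that these counts are not independent evidence.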

The vast majority of these genes showed antagonistic shifts in expression levels when comparing GC and CTCF depletion programs (Fig. 4f). Together, our results indicate that CTCF is critical to regulate the expression of key components of the GC transcriptional programme.

### CTCF deficiency recapitulates key features of PCs

Our transcriptome results indicate that numerous genes involved in cell-cycle progression fail to be upregulated in CTCF-deficient cells (Fig. 4f). 

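In CD3/CD28-stimulated CTCFfl/fl B cells, more genes fell than rose among those that drive the entry into S phase, most of which did not pass the test, and more rose than fell among those that restrain the cell cycle. Cdk6, a kinase that starts G1 progression, fell from 20.3 ± 0.415 to 13.9 ± 1.65 CPM (SD, n = 3 each), a log2 fold change of -0.54 (standard error 0.12, adjusted p = 0.011 from limma). Its partner cyclin Ccnd2 fell by 0.33, the phosphatase Cdc25a by 0.45 and Orc2, a subunit of the origin recognition complex, by 0.40 on the log2 scale (adjusted p = 0.011, 0.021 and 0.019). Ccnb1, the cyclin of mitotic entry, fell by 0.30 (adjusted p = 0.027), while its kinase Cdk1 had a log2 fold change of -0.28 that did not pass the test (adjusted p = 0.062). Rbl2 and Rb1, of the retinoblastoma family that holds back E2F, rose by 0.64 and 0.42 (adjusted p = 0.0031 and 0.0042), and so did E2f2, a transcription factor of the E2F family (log2 fold change 0.40, adjusted p = 0.0019). Of 44 genes of the G1/S transition and DNA replication, 9 fell and 1, E2f2, rose (12 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of -0.14. Of 14 cell cycle inhibitors and Rb family genes, 7 rose and none fell (9 higher and 1 lower when adjusted over the list alone; edgeR on the recovered reads also called 7 and 0), with a median of 0.35. Of 40 genes of G2/M and mitosis, 5 fell and 2, Cdc25b and Cenpa, rose, with a median of -0.04 and the same counts when adjusted over the list alone. The camera test gave adjusted p = 0.00019 for G1/S, 0.0026 for the inhibitors and 0.21 for G2/M. These became adjusted p = 0.58, 0.41 and 0.75 with an estimated correlation, and fry gave 0.165, 0.038 and 0.64. The lists contain 9, 6 and 6 genes of the paper's figures and are not independent evidence of a direction. Without those genes camera gave adjusted p = 0.0064, 0.61 and 0.65. Without CTCFfl/+ replicate 3 the calls of Ccnd2, Cdc25a, Orc2 and Ccnb1 were lost (adjusted p = 0.061, 0.081, 0.080 and 0.089). Those of Orc2 and Ccnb1 were lost without CTCFfl/+ replicate 1 (limma adjusted p = 0.059 and 0.11) and that of Orc2 without CTCFfl/fl replicate 1 (0.053). Lost too were the calls of Cdc25a and Cdc25b without CTCFfl/+ replicate 2 (0.068 and 0.055) and of Cdc25b without CTCFfl/+ replicates 1 and 3 (0.055 and 0.056). Over all alternatives the adjusted p ranged from 5.4e-05 to 0.067 for Ccnd2, 0.0038 to 0.086 for Cdc25a, 0.0029 to 0.080 for Orc2 and 0.015 to 0.11 for Ccnb1.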

To address whether cell-cycle progression was affected by the lack of CTCF we performed Hoechst staining of CD3/CD28 T-stimulated CTCF^fl/fl^ and CTCF^fl/+^ B cells. We observed a reduced proportion of S/G2 phase CTCF^fl/fl^ cells (42.8%±5.4%) when compared with control cells (52.9%±4.8%), as well as an increase in the proportion of G1 phase in CTCF-deficient cells (55.2%±5.6% in CTCF^fl/fl^ cells versus 44.7%±5.3% in CTCF^fl/f+^ cells) (Fig. 5a). Expectedly, no proliferation defect was detected in LPS/IL4-stimulated B cells (Supplementary Fig. 5). Thus, CTCF deficiency impairs the proliferation of CD3/CD28 T-stimulated B cells.

GC and PC transcriptional programs are generally considered antagonistic processes at least in part due to the counter-regulation of the Bcl-6 and Blimp-1 master regulators. One of the hallmarks of GC to PC differentiation is a halt in cell proliferation. To address whether the proliferation defect found in CTCF-deficient B cells could be associated with transcriptional features of PC differentiation we compared the shifts found in the PC transcriptional programme (PC versus GC transcriptomes, *Y* axis)^33^ with the transcriptional shifts induced by CTCF deficiency (CTCF^fl/fl^ versus CTCF^fl/+^ CD3/CD28-activated B cells, *X* axis). In contrast to the anti-correlative shifts found when compared to the GC transition (Fig. 4d) we found a positive correlation between the transcriptional shifts at the transition from GC to PC and those promoted by CTCF depletion. Specifically, about 60% of the genes showed the same sign of change in both conditions, that is, were either upregulated both at the GC to PC transition and upon CTCF depletion (26.4%) or downregulated in both cases (34%) (Fig. 5b). A major category of genes showing parallel regulation in the PC transition and upon CTCF deletion was cell-cycle genes (Fig. 5c). These data agrees with the observation that CTCF expression decreases at the transition from GC to PC differentiation (Fig. 5d, data from GSE60927 (ref. 33)). Remarkably, one of the genes upregulated upon CTCF depletion was the master regulator of PC differentiation, Blimp-1 (refs 7, 8) (Fig. 5e). Accordingly, we found reciprocal downregulation of Bcl-6 upon CTCF depletion (Fig. 5e). To address the mechanism by which CTCF controls Blimp-1, we first analysed published data^34^ and found that CTCF binds to Blimp-1 (*Prdm1* gene) in B cells (Fig. 5f). Further, we performed chromatin immunoprecipitation (ChIP)-quantitative PCR (qPCR) in CD3/CD28 T-cell-stimulated B cells, and confirmed that under these experimental conditions CTCF also binds to Blimp-1 (Fig. 5e), suggesting that direct binding of CTCF to *Prdm1* gene could mediate a chromatin configuration that hinders Blimp-1 expression. In addition, numerous PC genes were upregulated, including immunoglobulin genes or the PC marker Syndecan-1 and genes considered direct targets of Blimp-1, such as *Myc*, *CIITA*, *Bcl11a* or *Lta* were downregulated (Fig. 5h,i). 

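Prdm1, which encodes Blimp-1, the transcriptional repressor that drives plasma cell differentiation, rose in CD3/CD28-stimulated CTCFfl/fl B cells from 13.3 ± 4.14 to 32.7 ± 9.34 CPM (SD, n = 3 each), a log2 fold change of 1.27 (standard error 0.23, adjusted p = 0.0055 from limma). Sdc1, the plasma cell surface marker Syndecan-1, rose from 8.36 ± 0.647 to 15.0 ± 1.24 CPM (SD, n = 3 each), a log2 fold change of 0.81 (standard error 0.13, adjusted p = 0.0027 from limma). Prdm1 lies on chromosome 10 of GRCm38 from 44437177 to 44528501. Derl3, which clears misfolded proteins from the endoplasmic reticulum, rose too (0.83, limma adjusted p = 0.0020). Of 21 plasma cell identity genes these 3 rose and none fell, also when adjusted over the list alone and with edgeR on the recovered reads (median 0.07, camera adjusted p = 0.29, or 0.705 with an estimated correlation). Of the genes that the paper gives as targets of Blimp-1, Myc, the growth regulator, went from 254 ± 13.8 to 186 ± 16.3 CPM (SD, n = 3 each; log2 fold change -0.45, standard error 0.08, adjusted p = 0.0033 from limma). Ciita, the activator of MHC class II genes, went from 396 ± 21.8 to 295 ± 21.4 CPM (SD, n = 3 each; log2 fold change -0.42, adjusted p = 0.0031 from limma). Bcl11a, a transcription factor of B-cell development, went from 257 ± 13.1 to 207 ± 7.28 CPM (SD, n = 3 each; log2 fold change -0.31, adjusted p = 0.0081). Lta and its neighbour Tnf (-0.76, adjusted p = 0.0080) fell as well. Bcl6, the repressor that keeps the GC programme, was at 48.9 ± 1.26 CPM in CTCFfl/+ and 40.2 ± 5.49 CPM in CTCFfl/fl cells (SD, n = 3 each), and its log2 fold change of -0.29 did not pass the test (standard error 0.10, adjusted p = 0.069 from limma). It passed without CTCFfl/fl replicate 2 (limma adjusted p = 0.011), and the range over all alternatives was 0.011 to 0.19. Of the immunoglobulin genes, Ighg3 rose by 0.53 (adjusted p = 0.0029), Igha by 0.81 (adjusted p = 0.033) and the variable segment Ighv1-9 by 0.67 (adjusted p = 0.023). Ighg1 fell by 0.63 (limma adjusted p = 0.00061), while Ighm had a log2 fold change of 0.17 (adjusted p = 0.18). These genes have close paralogs that can share reads. Of 10 immunoglobulin constant region and J chain genes, 2 were higher and 1 lower (4 and 1 when adjusted over the list alone; camera adjusted p = 0.29, or 0.695 with an estimated correlation). Of 29 B-cell and GC genes that plasma cells repress, 8 fell and 4 rose (9 and 4 when adjusted over the list alone; median -0.01, mean -0.17, camera adjusted p = 0.12, or 0.55 with an estimated correlation). For this list, which holds 8 genes of the paper's figures and is not independent evidence, fry gave adjusted p = 0.038 towards lower values. Of 17 genes of MHC class II presentation, 4 fell and 1 rose (the same when adjusted over the list alone; camera adjusted p = 0.14, or 0.695 with an estimated correlation). The adjusted p from fry was 0.26 for plasma cell identity, 0.52 for the immunoglobulin genes and 0.26 for MHC class II. The calls of Igha and Ighv1-9 were lost without CTCFfl/+ replicate 2 (adjusted p = 0.063 and 0.058), CTCFfl/+ replicate 3 (0.12 and 0.093) and CTCFfl/fl replicate 2 (0.096 and 0.068), and that of Igha without CTCFfl/fl replicate 3 (0.057). Over all alternatives the limma, edgeR and DESeq2 adjusted p ranged from 0.014 to 0.12 for Igha and from 0.0064 to 0.093 for Ighv1-9. The call of Bcl11a was lost without limma's variance trend and with all 12 libraries in 1 fit.

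**Figure D3:**
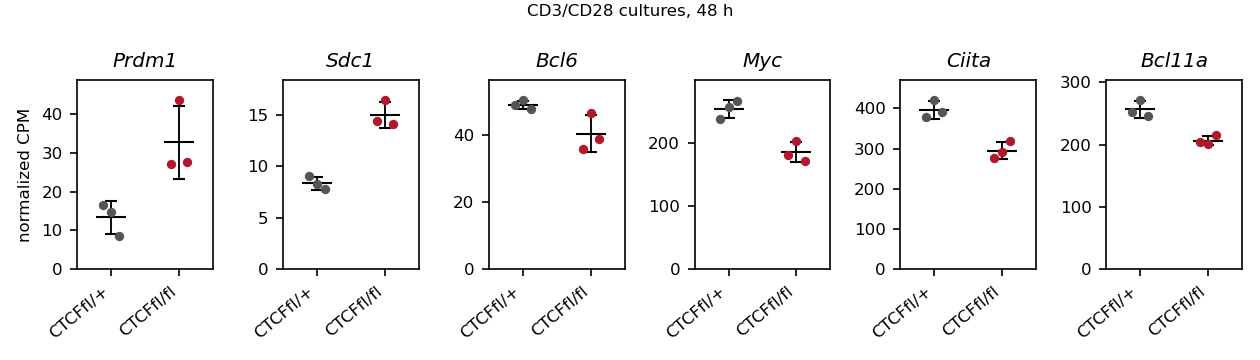
Normalized CPM (y axis, from 0) of Prdm1, Sdc1, Bcl6, Myc, Ciita and Bcl11a in the 3 CTCFfl/+ and 3 CTCFfl/fl libraries of CD3/CD28 cultures, 1 point per library, with lines at the mean and bars of 1 SD. Prdm1 has means of 13.3 and 32.7 CPM and Myc of 254 and 186 CPM.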

Finally, we detected an increase in the secretion of IgM in CD3/CD28 T-activated CTCF^fl/fl^ B cells when compared with CTCF^fl/+^ controls (Fig. 5j), suggesting that the generation of antibody secreting cells is more efficient in the absence of CTCF. Together these results support the notion that CTCF maintains the GC programme by preventing the premature activation of the PC programme.

### CD40 signalling partially rescues CTCF deficiency

To address the contribution of Blimp-1 to the phenotype observed in CTCF-deficient B cells we cultured B cells in the presence of T cells and CD3/CD28 and then added anti-CD40 (Fig. 6a), since signalling through the CD40 receptor has been shown to downregulate Blimp-1 levels in B cells^35^,^36^,^37^. qRT-PCR analysis confirmed once again that CTCF-deficient B cells have higher Blimp-1 expression levels than their littermate controls (Fig. 6b, 0.92%±0.17% in CTCF^fl/+^ versus 2.97%±0.7% in CTCF^fl/fl^). Importantly, this effect was dampened in cells treated with anti-CD40 (Fig. 6b) (2.97%±0.7% in CTCF^fl/fl^ −anti-CD40 cells versus 1.60%±0.6% in CTCF^fl/fl^ +anti-CD40 cells).

Next, we determined the proportion of B cells in the CD3/CD28 T-cell cultures after 48h of treatment with anti-CD40 (Fig. 6c). We observed that in the absence of anti-CD40, the proportion of B220^+^ B cells in the CTCF^fl/fl^ B cell co-cultures is reduced by 53% when compared with CTCF^fl/+^ B cell co-cultures, again reinforcing the idea that CTCF is important for B-cell proliferation (Fig. 6c, left) (42.2%±8.5% in CTCF^fl/+^ cells versus 22.4%±6.9% in CTCF^fl/fl^ cells). However, in the presence of anti-CD40, this reduction is attenuated to 77% (37.7%±10% in CTCF^fl/fl^ cells versus 49%±14.1% in CTCF^fl/+^ control cells; *P*=0.2) (Fig. 6c, right). Cell-cycle analysis expectedly revealed that CTCF^fl/fl^ cultures contained a lower proportion of cycling B cells than CTCF^fl/+^ B cells (35.7%±7.3% versus 21%±4.8%) (Fig. 6d, left). In contrast, after treatment with anti-CD40, the proportion of S/G2 cells was reduced to a much milder extent (28.5 versus 37%, *P*>0.05) (Fig. 6d, right). These results indicate that signalling through the CD40 receptor and downregulation of Blimp-1 partially rescue the cell-cycle impairment associated with CTCF deficiency.

## Discussion

The establishment of the GC reaction and the shift to PC differentiation involve complex transcriptional programs and the coordinated expression of gene networks. While the function of master transcriptional regulators in these events, such as Bcl-6 and Blimp-1 is firmly established, the impact of chromatin structure changes at the GC to PC transition is poorly understood. CTCF is believed to play general transcriptional regulatory functions by establishing long-range DNA interactions between distal enhancers and promoters (reviewed in ref. 20). We have shown here that CTCF is absolutely required for the GC reaction through the transcriptional regulation of genes required for B cell proliferation, and that this effect is at least partially due to the inhibition of Blimp-1, which programs GC B cells for their entry into PC differentiation.

We report here that the sensitivity of *in vitro* activated B cells to CTCF loss is highly dependent on the activation pathway. This is an unexpected finding, given that all three scenarios of B cell activation analysed here (that is, *in vivo* GC B cells, LPS/IL4 activation or CD3/CD28 T-dependent activation) share a big proportion of transcriptome changes, and that all three involve an intense proliferation rate. However, our data are reminiscent of the finding that a proliferation defect in CTCF-deficient T cells can be bypassed with phorbol ester and ionomycin stimulation, which circumvents TCR signalling^38^. Here we show that LPS/IL4-stimulated B cells seem refractory to the loss of CTCF whereas *in vivo* and in *in vitro* T co-cultures, the B-cell activation programme is clearly impaired. This finding is supported by the higher resemblance between GC and T-co-cultures transcriptomes. Therefore our data show that LPS/IL4 activation, one of the most frequently used protocols for B cell activation *in vitro*, falls short of recapitulating features of the *in vivo* GC reaction as compared to *in vitro* T-cell-mediated activation. Although beyond the scope of this work, further molecular characterization of these activation programs is a fascinating topic for further investigation.

The insensitivity of LPS/IL4-stimulated B cells to CTCF loss was molecularly supported by the finding that only 50 genes showed altered transcriptional levels in CTCF-deficient B cells, as opposed to >2,000 genes significantly altered in B cells stimulated by T cells. Of note, the amount of remaining CTCF protein was comparable under both conditions and roughly 15% of normal levels (within CD2^+^ sorted cells). Although we cannot discriminate whether this reflects a small proportion of cells that retain unrecombined floxed alleles or a small proportion of CTCF protein in many cells due to slow protein turnover, our data clearly show that T-stimulated B cells sense this suboptimal presence of CTCF, whereas LPS/IL4-stimulated cells do not. We speculate that the strong signalling triggered by cytokines bypasses the need for CTCF whereas in the context of T-cell-mediated activation *in vitro* or *in vivo*, where the activation thresholds may become limiting, CTCF turns into a critical transcriptional regulator. In this regard, residual amounts of CTCF in LPS/IL4 cells might be enough to provide minimal architectural requirements for B-cell proliferation and survival in the presence of cytokines. In sharp contrast, the complete absence of GC B cells in immunized CTCF-deficient mice, suggests that *in vivo* the absence of CTCF promotes either a more profound block in proliferation or additional functional defects. This is an important issue that deserves further analysis with suitable mouse models.

While numerous studies have approached the DNA-binding profile of CTCF in different cell types and tissues, the function of CTCF in global transcriptional regulation has only rarely been addressed. Strikingly, ChIP-seq analyses show that about 84% of all CTCF-binding sites found in LPS/IL4-stimulated B cells are shared with naive B cells (Supplementary Fig. 6) our unpublished analysis from ref. 39. In addition, establishing a functional correlation between a CTCF DNA-binding site and its targets for transcriptional regulation is remarkably complex^40^. Thus, our approach has directly focused on the functional impact of CTCF deficiency by measuring the transcriptional shifts in GC B cells and showed that CTCF is required for the transcriptional regulation of more than 2,000 genes either directly or indirectly.

Importantly, the vast majority of CTCF-regulated genes are part of the GC transcriptome, indicating that CTCF plays a pivotal function in the initiation and/or maintenance of the GC transcriptional programme. While it is likely that CTCF is required for GC initiation, the delay of CTCF depletion—dependent on AID expression—in our model is not suitable to specifically ascertain that point. In contrast, our data strongly support the view that CTCF is required for the maintenance of the GC transcriptional programme and that it does so by repressing the transition to PC differentiation. First, CTCF deletion promotes a delay in cell proliferation, one of the hallmarks of B cells exiting the GC programme. Second, we found abnormally high levels of Blimp-1, the master regulator of PC differentiation, in CTCF-deficient cells. Given that we only find a mild decrease in Bcl-6 levels under these conditions, we believe that this effect is secondary to Blimp-1 upregulation, and not vice versa. Third, numerous other genes of the PC differentiation programme are upregulated upon CTCF deficiency. Fourth, we detected increased levels of IgM secretion in CTCF-deficient cultures. Finally, restoring Blimp-1 levels by anti-CD40 treatment partially rescues the proliferation rate of CTCF-deficient cells, again suggesting that the proliferation defect is secondary to the premature trigger of PC differentiation. Thus, our data reveal a key function of CTCF in orchestrating transcriptional changes required for the GC programme and for preventing premature PC differentiation through Blimp-1 inhibition.

## Methods

### Mice and immunizations

Conditional CTCF-deficient mice were obtained by breeding *CTCF*^*fl/fl*^ mice^41^ with *AID-CRE*^*+/TG*^(ref. 42). For experiments shown in Fig. 1 *CTCF*^*fl/fl*^*; AID-CRE*^*TG/+*^, *CTCF*^*fl/+*^*; AID-CRE*^*TG/+*^, *CTCF*^*+/+*^*; AID-CRE*^*TG/+*^ and *CTCF*^*+/+*^*; AID-CRE*^*+/+*^ mice were obtained after breeding *CTCF*^*fl/+*^*; AID-CRE*^*TG/+*^ to *CTCF*^*fl/+*^ mice. For the rest of the experiments in this work, *CTCF*^*fl/fl*^*; AID-CRE*^*TG/+*^, *CTCF*^*fl/+*^*; AID-CRE*^*TG/+*^ littermates were used, obtained by *CTCF*^*fl/+*^ *AID-CRE*^*TG/+*^ to *CTCF*^*fl/fl*^ breeding. All animals had previously bred to C57/BL6 background. All animal procedures were conducted in accordance with EU Directive 2010/63/UE, enforced in Spanish law under Real Decreto 53/2013. The procedures have been reviewed by the Institutional Animal Care and Use Committee (IACUC) of Centro Nacional de Investigaciones Cardiovasculares, and approved by Consejeria de Medio Ambiente, Administración Local y Ordenación del Territorio of Comunidad de Madrid (Ref: PROEX 341/14). T-dependent immunizations were performed by intravenous injection of 10^8^ SRBCs resuspended in 100 μl of sterile PBS. Immunization response was analysed in spleen 7 days after injection. Mice were housed in specific pathogen-free conditions. Male and female mice between 7–13 weeks were used for the experiments. Number of animals per group to detect biologically significant effect sizes was calculated using appropriate statistical sample size formula and indicated in the biometrical planning section of the animal license submitted to the Consejeria de Medio Ambiente, Administración Local y Ordenación del Territorio of Comunidad de Madrid (Ref: PROEX 341/14). Blinding and randomization was not applicable to the animal studies.

### Cell cultures

For LPS/IL4 cultures, primary B cells were purified by immunomagnetic depletion using anti-CD43 beads (Miltenyi Biotec) and cultured at a final concentration of 1.2 × 10^6^ cells per ml in complete RPMI supplemented with 10% FBS, 50 μM of 2-βMercaptoethanol (Gibco), 20 mM Hepes (Gibco), 10 ng ml^−1^ of IL4 (PeproTech) and 25 μg ml^−1^ lipopolysaccharide (LPS, Sigma-Aldrich). In the T–B-cell co-culture, CD43^+^ cells were added at a ratio 1:1 to CD43^−^ B cells in the presence of plastic-bound anti-CD3 (Tonbo, 5 μg ml^−1^) and soluble anti-CD28 (BioXcell, 2 μg ml^−1^) for T-cell stimulation. When indicated, cells were treated with anti-mouse CD40 (BD Pharmigen, 1 μg ml^−1^).

### Flow cytometry

Single-cell suspensions were obtained from spleen after erythrocyte lysis, and stained with fluorophore-conjugated anti-mouse or human antibodies (BD Pharmigen or Invitrogen) to detect B220 (RA3-6B2, 1/200), Fas (Jo2, 1/400), GL7 (1/200), hCD2 (S5.5, 1/200), immunoglobulin A (IgA) (1/200), immunoglobulin G1 (IgG1, A85-1, 1/400), CD19 (ID3, 1/400), CD25 (1/100) immunoglobulin M (IgM) (1/200), immunoglobulin D (IgD, 11-26, 1/200), CD21 (7G6, 1/200), CD23 (B3B4, 1/200) and CD93 (AA4.1, 1/200). Cell-cycle analysis was performed with Hoechst33342 staining of alive B cells for 60 min. Samples were acquired on LSRFortessa or FACSCanto instruments (BD Biosciences) and analysed with FlowJo software. For preparative flow cytometry FACSAria (BD Biosciences) or SY3200 (Sony) sorters were used.

### RNA sequencing

For RNA-seq analysis hCD2^+^ B cells were sorted from pooled CTCF^fl/fl^ or CTCF^fl/+^ cultures after 48 h stimulation of CD3/CD28 or LPS/IL4 cultures (2–3 mice per sample) and RNA was isolated using the Qiagen RNeasy kit (Cat 74104). RNA from sorted Peyer’s patch CD19^+^Fas^+^GL7^+^ cells and CD19^+^Fas-GL7- cells were used as GC and resting B-cell controls, respectively. For RNA-seq library preparation, 500 ng of total RNA were processed using the TruSeq RNA sample preparation kit v2 (Illumina RS-122-2001) following manufacturer’s instructions. In brief, poly A+ RNA was purified using poly-T oligo-attached magnetic beads with two rounds of purification followed by fragmentation and first and second cDNA strand synthesis. Next, cDNA 3′ ends were adenylated and the adaptors were ligated followed by PCR library amplification. Finally, the size of the libraries was checked using the Agilent 2100 Bioanalyzer DNA 1000 chip and their concentration was determined using the Qubit fluorometer (Life Technologies). Libraries were sequenced on a HiSeq2500 (Illumina) to generate 60 × single reads. FastQ files for each sample were obtained using CASAVA v1.8 software (Illumina). RNA-seq experiments were performed in the Genomics Unit of the CNIC. Sequencing reads were pre-processed with a pipeline that included FastQC^43^ and Cutadapt^44^ filtering and trimming. The resulting reads were mapped using the mouse transcriptome (GRCm38, release 76; aug2014 archive) and quantified using RSEM v1.17 (ref. 45). Data were then processed with a differential expression analysis pipeline that used Bioconductor package EdgeR (ref. 46) for normalization and differential expression testing. Pathway enrichment analysis was done with the Ingenuity Pathways Analysis software (Qiagen) and with GO enrichment analysis tool (Gene Ontology Consortium).

### Immunofluorescence

Spleens were fixed with paraformaldehyde 4% for 2 h at room temperature, incubated in 30% sucrose overnight at 4 °C, embedded in Tissue Tek O.C.T. (Sakura Finetek) and frozen at –80 °C. Sections of 10 μm thickness were prepared. The following antibodies were used: rat anti‐B220 (Miltenyi, 1/100), chicken anti‐rat Alexa Fluor 488 (Molecular Probes, 1/500), PNA-Alexa Fluor 647 (Life technologies, 1/100). Nuclei were counterstained with DAPI and slides were mounted with ProLong Gold (Life technologies). Images were acquired on a Leica SP5 confocal laser-scanning microscope.

### Immunoblotting

hCD2^+^ B cells sorted from LPS/IL4 or CD3/CD28 cultures were incubated on ice for 20 min in RIPA lysis buffer in the presence of protease inhibitors (Roche) and lysates were cleared by centrifugation. Total protein was size-fractionated on SDS-PAGE 8% acrylamide–bisacrylamide gels and transferred to Protan nitrocellulose membrane (Whatman) in transfer buffer (0.19M glycine, 25 mM Tris base and 0.01% SDS) containing 20% methanol (90 min at 0.4A). Membranes were probed with anti-mouse-CTCF (1/2,500, Bethyl laboratories) and anti-mouse-tubulin (1/5,000, Sigma-Aldrich). Then, membranes were incubated with HRP-conjugated anti-rabbit (1/10,000, DAKO) and anti-mouse (1/10,000, DAKO) antibodies, respectively, and developed with Amesham ECL Western Blotting Detection Reagent (GE Healthcare Life Sciences). Quantification of band intensities was performed with ImageJ software.

### qPCR

RNA was extracted from hCD2^+^ B cells from CTCF^fl/fl^ or CTCF^fl/+^ mice after 48 h of stimulation with LPS/IL4 or CD3/CD28 and T cells using the Qiagen RNeasy kit and treated with DNAse. cDNA was synthesized using random hexamers (Roche) and SuperScript II reverse transcriptase. cDNA was quantified by SYBR green assay (Applied Biosystems) and normalized to GAPDH expression in triplicates. The following primers were used: mouse-GAPDH (forward) 5′-TGA AGC AGG CAT CTG AGG G-3′, (reverse) 5′-CGA AGG TGG AAG AGT GGG AG-3′; mouse-PRDM1 (forward) 5′-GCA AAG AGG TTA TTG GCG T-3′, (reverse) 5′-TGT AGA CTT CAC CGA TGA GG-3′; mouse-Bcl-6 (forward) 5′-ATG TAC CTG CAG ATG GAG CAT G-3′; mouse-Bcl-6 (reverse) 5′- ATC AGC ATC CGG CTG TTC A-3′; mouse-CTCF (forward) 5′- CAC CTG GGT CCT AAC AGA ACA GA-3′; mouse-CTCF (reverse) 5′- AGT ATG AGA GCG AAT GTG TCG TTT-3′.

Genomic DNA was isolated from hCD2+ B cells from CTCF^fl/fl^ or CTCF^fl/+^ mice after 48 h of stimulation with LPS/IL4 or CD3/CD28 and T cells. The following primers were used: CTCF deletion (forward) 5′- GGGCATCAGATCTCATTAAGGA -3′; CTCF deletion (reverse) 5′- ACTCCATCTCTAGCCTCTCTATT-3′.

### ChIP-qPCR

ChIP was performed according to the Diagenode protocol (iDeal ChIP-seq Kit for Transcription Factors C01010055). In brief, cells were crosslinked in 1% formaldehyde (Sigma) for 10 min at 37 °C and sonicated with three rounds of 25 cycles 30 s ON/30 s OFF using a Bioruptor (Diagenode). Sonicated chromatin was incubated overnight at 4 °C either with anti-CTCF antibody (Diagenode) or an IgG control. DNA was quantified by qPCR using SYBR green (Applied Biosystems) in triplicates. The following primers were used: Prdm1-PeakA (forward) 5′-GGGGTTGTAGGTCCACCTGT-3′; Prdm1-PeakA (reverse) 5′- CTGGCACAAGAGCAAGCTAA -3′; Prdm1-PeakB (forward) 5′- ACTGGAGGGCCGAGTGTC -3′; Prdm1-PeakB (reverse) 5′- GGGAGGGGGAAGAGTAGTCA -3′; Prdm1-PeakC (forward) 5′- GACACCAAGAGGGACCAGAG-3′; Prdm1-PeakC (reverse) 5′-AACTTCCCCGAAGGCTAGAG -3′; H19-Peak1 (forward) 5′- GTCACTCAGGCATAGCATTC-3′; H19-Peak1 (reverse) 5′- GTCTGCCGAGCAATATGTAG-3′; H19-Peak2 (forward) 5′-CAGTTGTGTTTCTGGAGGG -3′; H19-Peak2 (reverse) 5′-TAGGAGTATGCTGCCACC -3′; H19-Peak3 (forward) 5′-TCTTTAGGTTTGGCGCAATCGA -3′; H19-Peak3 (reverse) 5′- GACGTCTGCTGAATCAGTTGTG-3′.

### ELISA

Total IgM levels in supernatant cultures were measured using a Mouse ELISA Quantification Set (Bethyl Laboratories) according to manufacturer’s instructions. In brief, supernatant from CTCF^fl/fl^ and CTCF^fl/+^ cultured in presence of T cells (CD3/CD28 T-stimulated cells) was collected after 72 h of stimulation. ELISA plates were coated with goat anti-mouse IgM (1/100, Bethy) and total IgM in supernatants was detected with HRP anti-mouse IgM (1/150,000, Bethyl). Optical densities were determined at 405 nm with a Benchmark Plus Microplate Reader (Bio-Rad). Absorbance from culture medium (culture medium without cells was used as negative control) was subtracted and concentrations were calculated by the interpolation of calibration curves.

### Statistics

Statistical analyses were performed with GraphPad Prism (version 6.01 for Windows, GraphPad Software, San Diego, CA, USA) using two-tailed Student’s *t*-test for all parameters conforming to normal distributions (according to Shapiro–Wilk normality test). Variance similarity was assessed with *F* test. *χ*^2^ test was used for Venn diagram statistis. *P*≤0.05 was considered statistically significant. Error bars in figures represent s.d.

### Data availability

The RNA-seq data in this study have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) under accession codes GSE98086 and GSE98507.

## Additional information

**How to cite this article:** Pérez-García, A. *et al*. CTCF orchestrates the germinal centre transcriptional program and prevents premature plasma cell differentiation. *Nat. Commun.* **8,** 16067 doi: 10.1038/ncomms16067 (2017).

**Publisher’s note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Peer Review File

## Figures and Tables

**Figure 1:**
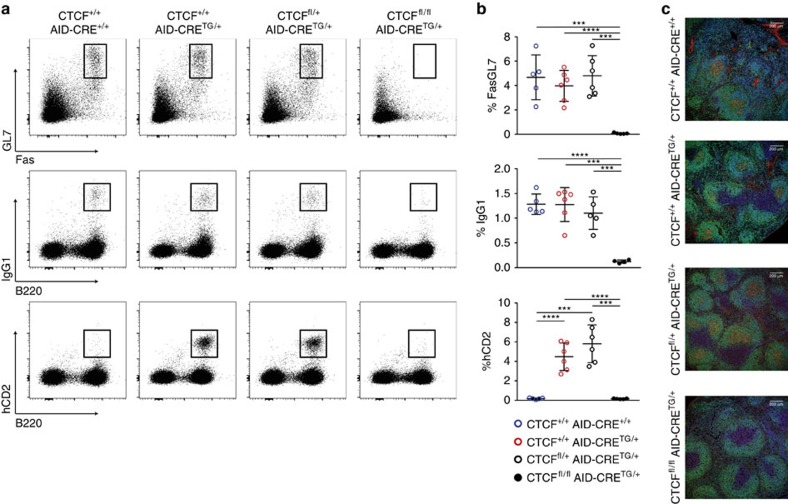
CTCF is required for the germinal centre reaction. (**a**) FACS analysis of GL7, Fas, IgG1 and hCD2 expression in spleen B cells from *CTCF*^*+/+*^*; AID-CRE*^*+/+*^ (*n*=5), *CTCF*^*+/+*^*;AID-CRE*^*TG/+*^ (*n*=6), *CTCF*^*fl/+*^*;AID-CRE*^*TG/+*^ (*n*=5) and *CTCF*^*fl/fl*^*; AID-CRE*^*TG/+*^ (*n*=5) mice 7 days after SRBC immunization. Plots are gated on B220^+^ cells (top) or on total live lymphocytes (middle and bottom). (**b**) Quantifications of GL7, Fas, IgG1 and hCD2 cells as percentages within B220^+^ cells. ***P<0.001; ****P<0.0001. (**c**) Confocal immunofluorescence microscopy of immunized spleen cryosections from CTCF^+/+^;AID-CRE^+/+^, CTCF^+/+^;AID-CRE^TG/+^, CTCF^fl/+^;AID-CRE^TG/+^ and CTCF^fl/fl^; AID-CRE^TG/+^ mice. The sections were stained with anti-B220 (green), PNA (red) and DAPI. Scale bar, 200 μm. Mean values (**b**)±s.d. are shown. Statistical analysis was done with two-tailed unpaired Student’s *t-*test.

**Figure 2:**
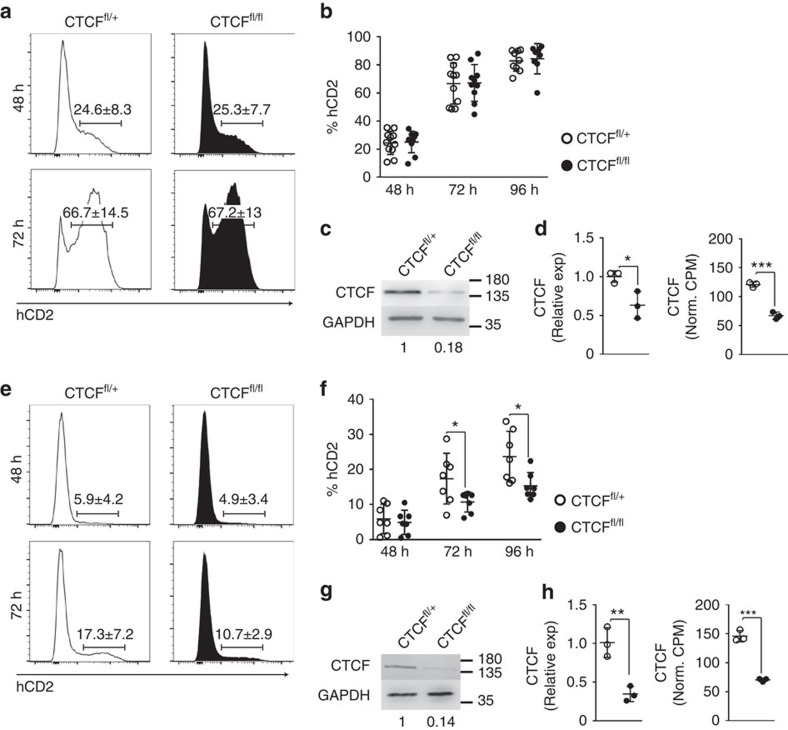
Activation context determines the requirement of activated B cells for CTCF. (**a**) hCD2 expression in spleen B cells from CTCF^fl/+^ and CTCF^fl/fl^ mice after 48 and 72 h of LPS/IL4 stimulation. (**b**) Quantification of hCD2^+^ cells from CTCF^fl/+^ and CTCF^fl/fl^ mice after 48, 72 and 96 h of LPS/IL4 stimulation. *n*(CTCF^fl/+^)=11; *n*(CTCF^fl/fl^)=10. (**c**) Western blot analysis of CTCF in isolated hCD2^+^ B cells from CTCF^fl/+^ and CTCF^fl/fl^ mice after 72 h of LPS/IL4 stimulation. CTCF amount normalized to GAPDH is shown underneath. (**d**) CTCF mRNA quantification by qRT-PCR (*P*=0.0283) and by RNA-seq (*P*=0.0003). (**e**) hCD2 expression in spleen B cells from CTCF^fl/+^ and CTCF^fl/fl^ mice after 48 and 72 h of stimulation in CD3/CD28 T–B co-cultures. Histograms show hCD2 expression gated on B220+ B cells. (**f**) Quantification of hCD2^+^ cells from CTCF^fl/+^ and CTCF^fl/fl^ mice after 48, 72 and 96 h of CD3/CD28 T-cell stimulation. Percentages of hCD2+ cells gated on B220+ B cells are shown. *n*(CTCF^fl/+^)=7; *n*(CTCF^fl/fl^)=7. *P*(72 h)=0.0438; *P*(96 h)=0.0187. (**g**) Western blot analysis of CTCF in isolated hCD2^+^ B cells from CTCF^fl/+^ and CTCF^fl/fl^ mice after 72 h of stimulation with CD3/CD28 and T cells. CTCF amount normalized to GAPDH is shown underneath. (**h**) mRNA CTCF quantification by qRT-PCR (*P*=0.0059) and by RNA-seq (*P*=0.0002). Mean values (a and e) ±s.d. are shown. CTCF^fl/+^, white dots; CTCF^fl/fl^; black dots. Statistical analysis was done with two-tailed unpaired Student’s *t*-test.

**Figure 3:**
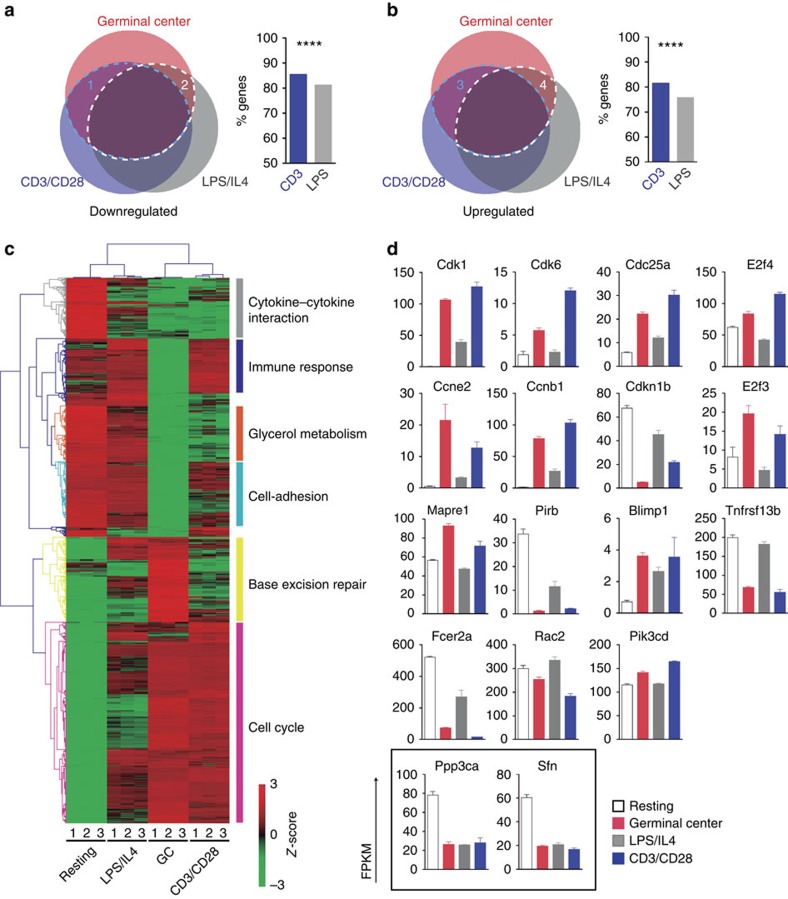
*In vitro* B cell stimulation through T cells recapitulates the GC reaction. RNA-seq analysis was performed in triplicate samples from Fas^+^GL7^+^ GC B cells from Peyer’s Patches, from sorted hCD2^+^ B cells from control mice stimulated for 48 h in CD3/CD28 T–B co-cultures or from hCD2^+^ B cells from wild-type mice stimulated for 48 h with LPS/IL4. Pairwise comparison of each data set with RNA-seq data from resting B cells is depicted as GC, CD3/CD28 and LPS/IL4, respectively. (**a**,**b**) Pairwise comparison of each data set with RNA-seq data from resting (R) B cells are depicted as GCvsR, CD3vsR and LPSvsR, respectively. Overlaps of downregulated (**a**) or upregulated (**b**) genes in all three conditions are depicted as Venn diagrams. Percentages of the common genes between GC and CD3/CD28 samples (blue dotted areas) or between GC and LPS/IL4 (white-dotted areas) are shown as bar graphs on the right. Statistical analyses were done with two-tailed *χ*^2^ analysis. *P*<0.00001. (**c**) Heatmap analysis of the 10% most differentially expressed genes between resting and GC B cells. *Z*-scores for resting, GC, LPS/IL4 and CD3/D28-stimulated B cells are represented. Clustering was performed using the average linkage method based on Pearson correlation distance. Each column represents an independent replicate. Labels on the right indicate pathways found to be enriched by Gene Ontology Enrichment Analysis. (**d**) Expression profile of representative individual genes selected from **c**. For comparison, two genes with similar expression changes in GC, LPS/IL4 and CD3/CD28 sets are represented in the square below.

**Figure 4:**
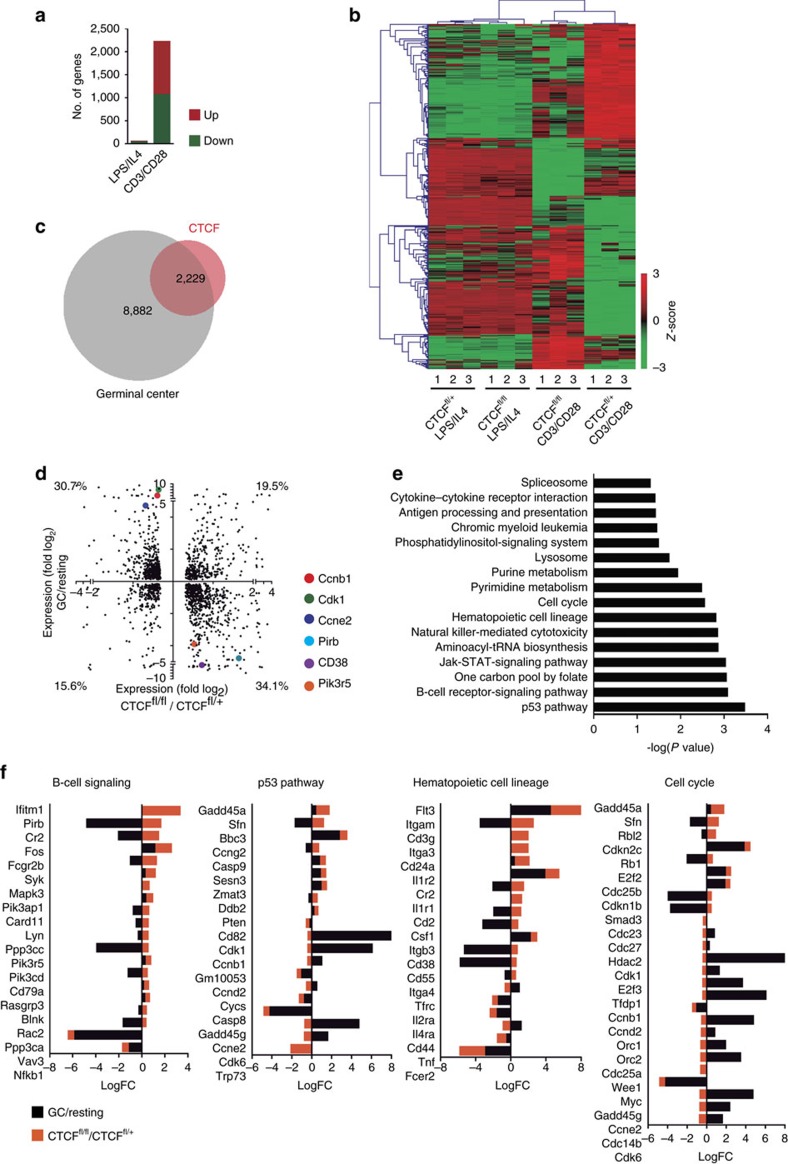
CTCF transcriptionally regulates B cell signalling and cell cycle. RNA-seq analysis was performed in triplicates from hCD2^+^ sorted B cells from CTCF^fl/fl^ and CTCF^fl/+^ mice after 48 h stimulation in the presence of CD3/CD28 T or LPS/IL4. Differentially expressed genes (adjusted *P*<0.05) were subject to further analysis. (**a**) Number of differentially transcribed genes between CTCF^fl/fl^ and CTCF^fl/+^ B cells stimulated LPS/IL4 (50 differentially expressed genes) or CD3/CD28 stimulation (2,229 differentially expressed genes) conditions. Red: upregulated genes; green: downregulated genes. Adjusted *P*<0.05. See Supplementary Data 1 and Supplementary Data 2 for complete list of genes. (**b**) Heatmap analysis of the 20% most differentially expressed genes between CTCF^fl/fl^ and CTCF^fl/+^ B cells after CD3/CD28 T stimulation. *Z*-scores values are represented. Clustering was performed using the average linkage method based on Pearson correlation distance. Each column represents an independent replicate. (**c**) Overlap between genes differentially expressed in GC reaction (wild-type GC B cells versus wild-type-resting B cells, grey circle) and genes differentially expressed upon CTCF depletion in CD3/CD28 T-stimulated B cells (CTCF^fl/fl^ versus CTCF^fl/+^ hCD2^+^ sorted B cells, red circle). (**d**) Two-dimension expression plot. *X* axis, log2 fold values of significantly changed genes upon CTCF deficiency (CTCF^fl/fl^ versus CTCF^fl/+^, CD3/CD28-stimulated B cells). *Y* axis, log2 fold values of significantly changed genes in GC versus resting B cells. Percentage of genes in each quadrant is shown. (**e**) KEGG pathway enrichment analysis of genes differentially expressed in CTCF^fl/fl^ versus CTCF^fl/+^ CD3/CD28-stimulated B cells. (**f**) Log fold change (LogFC) representation of the genes included in the KEGG pathways analysed in (**e**). Black, GC versus resting B cells fold change. Orange, CTCF^fl/fl^ versus CTCF^fl/+^ CD3/CD28 T-stimulated splenic B cells fold change.

**Figure 5:**
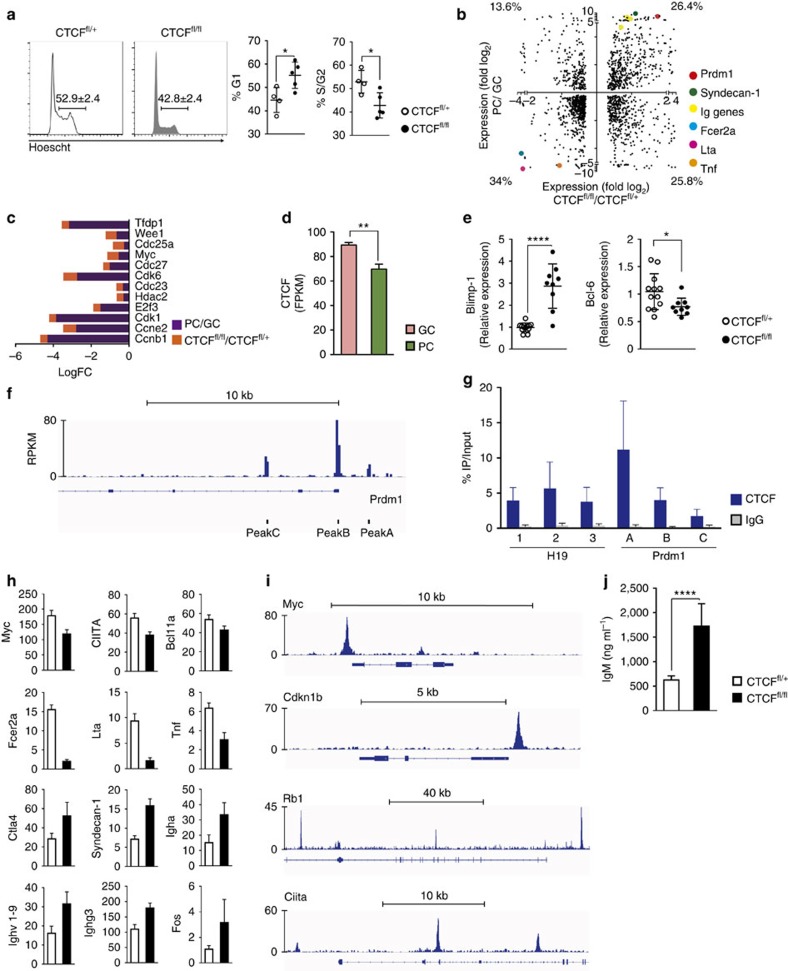
CTCF deficiency recapitulates key features of plasma cells. (**a**) FACS cell-cycle analysis of hCD2^+^ cells from CTCF^fl/+^ (*n*=4) and CTCF^fl/fl^ (*n*=5) mice after 48 h of stimulation with CD3/CD28 and T cells. Numbers indicate percentages ±s.d. Quantification of G1 and S/G2 phase proportions is shown on the right. p(G1)=0.0242; p(S/G2)=0.0221, two-tailed Student’s *t*-test. (**b**) Two-dimension expression plot. *X* axis, log2 fold values of significantly changed genes upon CTCF deficiency (CTCF^fl/fl^ versus CTCF^fl/+^, CD3/CD28-stimulated B cells). *Y* axis, log2 fold values of significantly changed genes in PC versus GC B cells (data extracted from ref. 33. Coloured dots highlight genes of the PC differentiation programme. (**c**) Quantification of significantly changed cell-cycle-related genes. Log fold change (LogFC) in PC versus GC B cells (purple) and in CTCF^fl/fl^ versus CTCF^fl/+^ CD3/CD28 T-stimulated B cells (orange). (**d**) RNA-seq analysis of CTCF expression in GC B cells and PC (data extracted from ref. 33). (**e**) qRT-PCR analysis of Blimp-1 (*Prdm1*) and Bcl-6 expression in CD3/CD28 T-stimulated CTCF^fl/+^ (*n*=12) and CTCF^fl/fl^ (*n*=9) hCD2^+^ cells. *P*(Blimp-1)< 0.0001; *P*(Bcl-6)=0.0331. (**f**) CTCF binding at the Prdm1 locus in spleen B cells stimulated with LPS/IL4 (data from ref. 34). (**g**) CTCF ChIP-qPCR on Peaks A–C of the Prdm1 (Blimp-1) locus in spleen B cells stimulated with CD3/CD28 and T cells for 48 h (*n*=3). Data show per cent of input. IgG ChIP is shown as negative control. H19 Peaks 1–3 are shown as positive control for CTCF ChIP. Error bars indicate s.d. (**h**) RNA-seq analysis of Blimp-1 (Prmd1) targets in hCD2^+^ cells from CTCFfl/+ (*n*=3) and CTCFfl/fl (*n*=3) mice stimulated with CD3/CD28 and T cells for 48 h. (**i**) Blimp-1 binding at *Myc*, *Cdkn1b*, *Rb1* and *Ciita* locus in plasmablasts (data from ref. 9) (**j**) ELISA quantification of IgM secretion from CD3/CD28 T-stimulated CTCF^fl/+^ (*n*=3) and CTCF^fl/fl^ (*n*=3) cells for 72 h (*P*=0.0151). (CTCF^fl/+^, white; CTCF^fl/fl^; black). Statistical analysis was done with two-tailed unpaired Student’s *t-*test.

**Figure 6:**
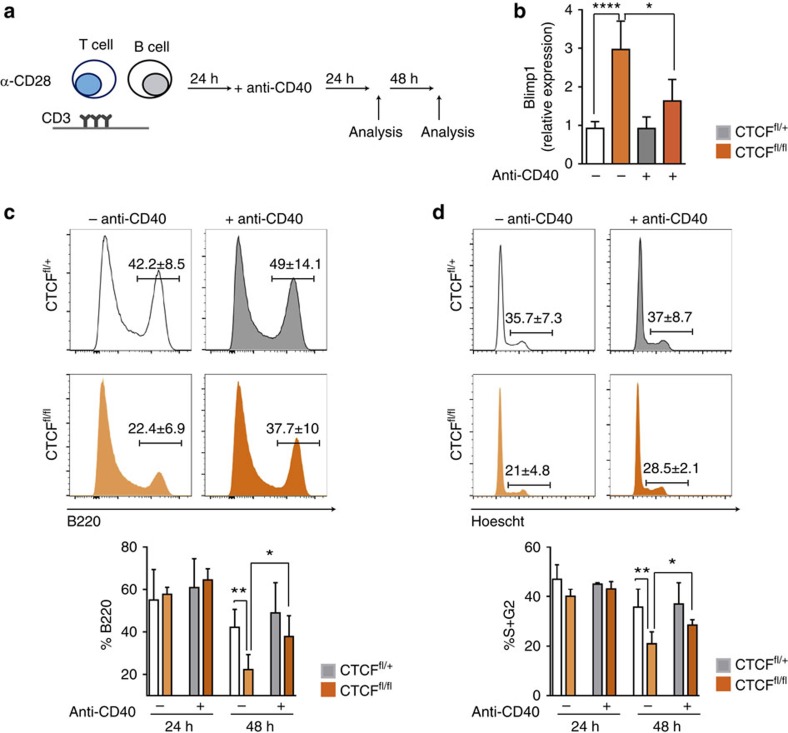
CD40 signalling rescues Blimp-1 expression levels and cell proliferation in CTCF-deficient cells. CTCF^fl/+^ (*n*=4) and CTCF^fl/fl^ (*n*=5) splenic B cells stimulated with CD3/CD28 T cells were treated with anti-CD40 antibody (+anti-CD40), and compared to cells left untreated (−anti-CD40). (**a**) Representation of the experimental approach. (**b**) Analysis of Blimp-1 (*Prdm1*) mRNA by qRT-PCR in hCD2^+^ CTCF^fl/+^ or CTCF^fl/fl^ cells after 48 h without or with anti-CD40 treatment. ***P=0.0001, *P=0.0159. (**c**) Histograms show the percentage of B220^+^ B cells in CTCF^fl/+^ and CTCF^fl/fl^ B-T CD3/CD28 co-cultures after 48 h of anti-CD40 treatment. Lower bar graph shows quantification of B220 proportion at 24 and 48 h after CD40 treatment. **P=0.0063, *P=0.023. (**d**) Histograms show the percentage of cycling (S+G2/M) cells in CTCF^fl/+^ and CTCF^fl/fl^ B–T CD3/CD28 co-cultures after 48 h of anti-CD40 treatment. Lower bar graph shows quantification of cycling cells at 24 and 48 h after CD40 treatment. **P=0.0083, *P=0.0126. Mean values±s.d. are shown. Statistical analysis was done with two-tailed unpaired Student’s *t*-test.

How the deposited data were processed for this re-analysis (not part of the article)

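RNA was measured by sequencing of polyadenylated transcripts in 12 libraries of sorted hCD2+ B cells, 3 of CTCFfl/fl and 3 of CTCFfl/+ cells from each of the CD3/CD28 T-cell co-cultures and the LPS/IL4 cultures. The authors demultiplexed the reads with CASAVA 1.8, checked them with FastQC, trimmed them with Cutadapt, quantified them with RSEM 1.17 against Ensembl release 76 (GRCm38) and normalized them with edgeR. The deposited table holds normalized CPM (read counts scaled to library size) for 12699 genes in all 12 libraries, without raw counts. Of the genes, 12598 were named from GENCODE M21 and 6 from the paper's supplement, and 95 stayed without a name.

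Every value was a whole multiple of 1 step per library (tolerance 0.01 of a read), and the multiples were taken as recovered reads. The totals ran from 6934344 to 11227004 in the CD3/CD28 libraries (median 8415035) and from 23469188 to 28130440 in the LPS/IL4 libraries (median 26821369). The depth limits the precision of genes with few reads, and the spread between the 3 libraries of a group limits that of the others. As the mean levels of most genes are nearly equal in both cultures, the recovered numbers may not be the reads first counted, and the levels were not interpreted between cultures.

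Genes were tested on log2(CPM + 0.5) with limma 3.58.1 in R 4.3.3, with an intensity trend in the moderation of the variances. A gene was tested where at least 3 of the 6 libraries of a culture had at least 1 CPM, and called at a Benjamini-Hochberg adjusted p under 0.05. Each culture was fitted alone, and an interaction term over all 12 libraries tested whether the effect of CTCF loss differed between the cultures. Gene lists were written by hand, and 27 of 29 were tested in CD3/CD28 and 26 in LPS/IL4 cultures with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, each with Benjamini-Hochberg adjustment over the lists. The libraries were also split into other groups of the same size. Every other split of a culture mixes the genotypes, so that a genotype effect adds to the spread and can lower the calls. Recovery was tested on simulated data with 200 changed genes, drawn from those with a mean of at least 5 CPM. The test thus does not cover genes with lower levels or data with fewer changed genes. In the CD3/CD28 design limma found 80.6%, 91% and 100% of changes of 1.5-, 2- and 4-fold, with 9 false calls among 11998 genes. In the LPS/IL4 design limma found 59.7%, 95.5% and 100%, with 12 false calls among 11943 genes. For the interaction it found 19.4%, 77.6% and 100%, with 8 among 11766.

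The samples, the comparisons, the gene lists, the main test and most alternatives were fixed before the data were examined, although the figures and the supplementary tables of the paper had been read by then. The genes to be named were every gene that the paper names, the 12 with the largest rise and the 12 with the largest fall in each culture among called genes with groups apart and a mean of at least 5 CPM (without predicted genes, Riken clones and pseudogenes), up to 4 members of each list with the smallest adjusted p and the 8 genes with the smallest adjusted p for the interaction. The alternatives were pseudocounts of 0.1 and 1, median-of-ratios and quantile normalization, no filter and a filter on a mean of at least 5 CPM, no intensity trend, the replicate number as a block, 1 fit of all 12 libraries, an absolute log2 fold change of at least 1 and leaving out each library in turn. Tests on the recovered reads with edgeR 4.0.16 (quasi-likelihood and exact test) and DESeq2 1.42.0 were added after the table was seen.

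The comparison of CTCFfl/+ cells between the cultures (Fig. 3) was computed but not interpreted, because the levels of the cultures are nearly equalised. Of Supplementary Data 1, the first 1999 listed genes were available. Flow cytometry, ELISA, chromatin immunoprecipitation, histology and the immunization of mice were not analysed here.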

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

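The test on the spread between replicates with CD3/CD28 group means, the test on depth and the test on the lower genes were chosen only after the results had been seen; the others were written before.

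The interaction term called 897 genes for a different effect of CTCF loss between the cultures, and far more genes changed in CD3/CD28 (2250) than in LPS/IL4 cultures (4). The prediction written beforehand was met in that the residual SD was higher in LPS/IL4 (0.150) than in CD3/CD28 (0.132), but the CD3/CD28 group means set on the LPS/IL4 residuals still gave 1426 called genes, so that spread alone, and with it the counting noise of a lower depth, is excluded as the whole cause of a count as low as 4. The recovered reads, which need not be those first counted, were more numerous in LPS/IL4 (at least 23469188 against at most 11227004). In the deposited values the same effects hidden below the threshold are excluded, as the LPS/IL4 effects had a slope of -0.0575 on the CD3/CD28 effects over the genes called there. Of 100 draws of groupings, the real one included, 4 called as many genes (highest other 1412). In 8 other draws the CD3/CD28 libraries stayed by genotype and only the LPS/IL4 libraries were regrouped, and 3 of these 8 called as many. Of 91 draws that mixed the CD3/CD28 libraries, none did and the highest count was 2. The draws thus reflect the genotype effect in CD3/CD28 and cannot decide whether it differs from that in LPS/IL4.

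The genes changed in CD3/CD28 cultures include markers of other cells, and a different share of such cells in the sorted population may contribute to some of them. The T cell markers had a median log2 fold change of 0.26, and called ones went both ways, 3 higher and 1, Thy1, lower. This met the prediction written against a different share of T cells. As it rests on 1 gene, such a share is not excluded. A different share of myeloid cells remains open, with a median of 0.42 (0.41735) and 4 of 9 tested markers higher. The cells were sorted as hCD2+ B cells, and only 10 of the 21 markers written down are in the table. By the paper's methods, the co-cultures received CD43+ cells besides the CD43- B cells, while the LPS/IL4 cultures did not. Of these calls, those of Cst3 and Ctss were lost without CTCFfl/+ replicate 1 or 3. The 1057 lower genes had a median of -0.39, but they were chosen as lower, so that this decides nothing about a dilution by other cells. Of the called genes 2.4% are X- or Y-linked against 3.21% of those tested, and none of 5 sex-linked marker genes was called. This met the prediction written against a difference in the sex of the pooled mice but does not exclude it. Xist was at 7.04, 2.36 and 1602 CPM in the CTCFfl/+ and at 0, 1266 and 14.0 CPM in the CTCFfl/fl libraries. With such a spread within each genotype the markers could hardly be called. Ddx3y was at 0 to 3.19 CPM in all CD3/CD28 libraries, whereas replicate 1 of both genotypes in LPS/IL4 cultures had 780 and 716 CPM. CTCFfl/+ replicate 1 and CTCFfl/fl replicate 1 of CD3/CD28 thus had little of either marker. The deposited values do not show the sex of these pools, and the check cannot decide.

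The 8 genes with the smallest adjusted p for a different effect between the cultures were Flt3 (2.43 more positive in CD3/CD28), Spata13 (2.05), Cytip (1.77), Arhgef3 (1.13), Slc15a3 (-1.86), Zfp280b (-1.71), Rnf19b (-1.33) and Mat2a (-1.0001). In CD3/CD28 cultures the IL4 and STAT6 response (median -0.67, camera adjusted p = 6.5e-07, or 0.25 with an estimated correlation) and the NF-kB and CD40 response (-0.20, 0.00025, or 0.29) passed camera towards lower values. Genes of ribosome biogenesis (-0.50, 8.2e-15, or 0.41) and of the secretory pathway and unfolded protein response (-0.12, 0.0048, or 0.58) did so as well. The IL4 list holds 2 and the NF-kB list 3 genes of the paper's figures, and genes of the IL4 list had also been seen in the supplement. Neither list is independent evidence. Glycolysis genes (0.17, 0.011, or 0.63) and markers of B1, marginal zone and resting B cells (0.34, 0.00063, or 0.41) passed towards higher values, and the latter list holds 4 genes of the figures. The glycolysis call was lost without CTCFfl/+ replicate 2 (camera adjusted p = 0.076).

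Interferon response genes passed camera towards lower values in LPS/IL4 cultures (median -0.19, camera adjusted p = 1.7e-13, or 0.63 with an estimated correlation and 0.64 with fry). Of its 37 genes 1 was called and 15 when adjusted over the list alone. The list is not independent evidence, since some of its genes had been seen in Supplementary Data 2. The other lists that passed camera there were G2/M (-0.0874, adjusted p = 0.0012, or 0.82 with an estimated correlation), glycolysis (-0.11, 0.00096, or 0.71), apoptosis regulators (-0.0945, 0.042, or 0.63), ribosome biogenesis (0.15, 0.000785, or 0.63) and aminoacyl-tRNA synthetases (0.0721, 0.029, or 0.63).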

How the results depend on the processing

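The tests on recovered reads were chosen only after the results had been seen; every other alternative was written before.

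In CD3/CD28 cultures the count of 2250 was 1092 without an intensity trend (1006 of them shared), 193 with an absolute log2 fold change of at least 1, and between 1005 (without CTCFfl/+ replicate 3) and 2321 when 1 library was left out, with 1181 without CTCFfl/+ replicate 1 and 1415 without replicate 2. The cause was not tested.

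The count of 4 in LPS/IL4 cultures was 7 with a pseudocount of 1, 2 with quantile normalization, 2 without a filter, 1 without a trend, 2 with an absolute log2 fold change of at least 1, 32 with edgeR's exact test and 37 with DESeq2. Leaving out 1 library gave 2 to 75 (75 without CTCFfl/+ replicate 3, 40 without CTCFfl/fl replicate 2, 10 without replicate 1 of either genotype, 2 without CTCFfl/+ replicate 2), and the cause was not tested. With the replicate number as a block it was 18, and the correlations of libraries of the same number were 0.21, 0.03 and -0.13. Replicate 1 of both genotypes expressed the Y-linked Ddx3y (780 and 716 CPM) and replicates 2 and 3 had almost no Ddx3y (at most 0.747 CPM), so that libraries of the same number are alike in this marker of sex. The labels do not say that they mark a pair, and the block remains a hint. The trend has no part in the log2 fold change of Ctcf (-1.01), whose adjusted p was 0.13 without it.

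The 897 genes with a different effect became 388 without a trend and 405 to 989 with 1 library left out (405 without CD3/CD28 CTCFfl/+ replicate 3, 458 without replicate 1, 475 without CD3/CD28 CTCFfl/fl replicate 2, 509 without LPS/IL4 CTCFfl/fl replicate 3). The 216 genes between CTCFfl/+ cells of the cultures became 108 without a filter, 2 without a trend, 138 with edgeR's quasi-likelihood test, 431 with DESeq2 and 32 to 297 with 1 library left out (32, 53 and 66 without CD3/CD28 replicates 3, 2 and 1, 89 without LPS/IL4 replicate 1).

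For the top 20% genes in LPS/IL4, the median of those higher in CD3/CD28 ran from -0.0646 to 0.0230 with 1 library left out. In limma's camera test they lay lower than the other genes without LPS/IL4 CTCFfl/+ replicate 2 (adjusted p = 0.017) and CTCFfl/fl replicate 2 (adjusted p = 0.015). The median of those lower in CD3/CD28 was 0.0466 with quantile normalization (adjusted p = 0.30), 0.0707 without a trend (adjusted p = 0.52), 0.0500 with camera at an estimated correlation (adjusted p = 0.80) and 0.0500 with fry (adjusted p = 0.90). It was 0.0012 to 0.22 with 1 library left out. The adjustment of these p over the 2 sets was added after the results had been seen.

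Of the gene lists, none passed in either culture with an estimated correlation (0 of 27 and 0 of 26), and 0 passed in LPS/IL4 with fry, where leaving out 1 library gave 1 (without CTCFfl/fl replicate 2) to 6. Of 155 named genes called in CD3/CD28, 93 were called under every alternative written beforehand.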

Differences from the paper's values

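The comparison of effect sizes with the supplement and the tests on recovered reads were chosen only after the results had been seen.

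The paper gives 50 changed genes in LPS/IL4 cultures, and the deposited table gave 4 genes. The difference stayed under the alternatives written beforehand (1 to 18 genes), apart from leaving out CTCFfl/+ replicate 3 (75) or CTCFfl/fl replicate 2 (40). Of the paper's 50 genes all had the same sign here and an unadjusted p under 0.05 from limma. Their log2 fold changes had a correlation of 0.96 across genes with the paper's, which come from the same libraries. With edgeR's exact test 32 genes were called and with DESeq2 37, and each of these had 21 of the paper's 50.

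Several log2 fold changes of Supplementary Data 1 are larger in CD3/CD28 cultures than in the table: Ctcf -1.04 against -0.80, Sdc1 1.11 against 0.81, Lta -2.56 against -1.80, Myc -0.61 against -0.45, Ciita -0.57 against -0.42 and Bcl11a -0.41 against -0.31. A difference was counted where the signs differed or the gap exceeded the larger SD of the log2 values within a genotype. By this rule every alternative kept the difference for Ctcf, Sdc1 and Lta. For Myc it ended without CTCFfl/+ replicate 1 (-0.50) or CTCFfl/fl replicate 2 (-0.52), for Ciita without CTCFfl/fl replicate 3 (-0.48) and for Bcl11a without replicate 3 of either genotype (-0.34 in both). Over 1553 genes with a mean of at least 20 CPM the ratio of the table's to the supplement's log2 fold change had a median of 0.742 (quartiles 0.734 and 0.752) and was below 1 for all, while the signs of all 1987 genes tested were the same (r = 0.996). The ratio in LPS/IL4 cultures was 1.01 over 36 genes, and Ctcf had -0.85 in the supplement against -1.01. Ctcf thus fell more in CD3/CD28 than in LPS/IL4 in the supplement and less in the table. The gap between -0.85 and -1.01 was close to the SD used in the rule (0.155). It came under this SD with a pseudocount of 1, although the value moved only from -1.007 to -1.002. The same held with quantile normalization (-0.99) and without CTCFfl/+ replicate 2 or 3 (-0.98 without the latter) or CTCFfl/fl replicate 1 (-0.93) or 2.

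Of the genes shown in Fig. 4f or 5h, Cd55, Cd82, Cdk1, Cdkn1b, Fos, Orc1 and Trp73 did not pass the test (limma, adjusted p under 0.05). Without CTCFfl/fl replicate 1, Cd82, Cdk1 and Cdkn1b passed (adjusted p = 0.012, 0.011 and 0.022), without CTCFfl/fl replicate 3 Cd55 and Orc1 (0.023 and 0.042) and with quantile normalization Cdkn1b, Orc1 and Trp73 (0.049, 0.042 and 0.049). A filter on a mean of at least 5 CPM let Cdkn1b and Orc1 pass (0.049 and 0.044). On the recovered reads, edgeR's exact test called Cd55, Cdkn1b, Orc1 and Trp73, and DESeq2 called Cd55, Cd82 and Cdkn1b. Fos passed under none.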

Other observations

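The tests on the levels of the cultures and on the ratio of fold changes were chosen only after the results had been seen; the test on neighbouring genes was written before.

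In CD3/CD28-stimulated CTCFfl/fl B cells most members of 3 lists of biosynthesis genes fell. Of 25 genes of ribosome biogenesis 20 fell and none rose (25 lower when adjusted over the list alone), among them Ncl, a nucleolar protein (log2 fold change -0.53, adjusted p = 0.0019 from limma), Polr1b, a subunit of RNA polymerase I (-0.61), and the helicase Ddx21 (-0.51). Of 30 genes of one-carbon, purine and pyrimidine synthesis 18 fell and none rose (19 when adjusted over the list alone; median -0.31, camera adjusted p = 1.2e-07, or 0.41 with an estimated correlation), with the mitochondrial folate enzyme Mthfd2 at -0.69. Of 20 aminoacyl-tRNA synthetases 11 fell and 1 rose (15 and 1 when adjusted over the list alone; median -0.28, camera adjusted p = 1.8e-06, or 0.42 with an estimated correlation), with Iars at -0.47. Myc, which regulates many such genes, fell in the same cells.

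Of 14 genes of the IL4 and STAT6 response, 9 fell and 1 rose (10 and 1 when adjusted over the list alone), with Il4i1, an amino acid oxidase, at -0.79 and Cish, a cytokine signalling inhibitor, at -1.19. Of 28 genes of the NF-kB and CD40 response 10 fell and 2 rose (12 and 3 when adjusted over the list alone), with Nfkb2 at -0.61 while Cd86, a costimulatory molecule, rose by 0.77. Ccr7, a chemokine receptor, rose by 0.68. Of markers of other B-cell subsets, 7 of 17 genes of B1, marginal zone and resting B cells rose and 1 fell (11 and 1 when adjusted over the list alone). In the secretory pathway 9 of 35 genes fell and 2 rose (10 and 2 when adjusted over the list alone), and of 17 glycolysis genes 3 rose and 1 fell (6 and 1). The remaining lists did not pass camera in CD3/CD28 cultures: interferon response (adjusted p = 0.11, 7 of 38 lower), cohesin and CTCF partners (0.19), class switch and DNA repair (0.14), apoptosis regulators (0.90), immediate early genes (0.13), T cell markers (0.14), NK cell markers (0.63) and sex-linked genes (0.59). With an estimated correlation their adjusted p were 0.695, 0.642, 0.578, 0.935, 0.578, 0.695, 0.705 and 0.752. Markers of basophils and of erythroid cells had 2 tested genes each and were not tested as sets. In LPS/IL4 cultures the 20 lists that did not pass had adjusted p from 0.111 to 0.975.

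Carmil2, which starts just downstream of Ctcf, was lower in LPS/IL4 cultures, and in CD3/CD28 cultures its log2 fold change was -0.27 (adjusted p = 0.085 from limma). Of the 15 genes within 200 kb of Ctcf, 3 rose in CD3/CD28 cultures (Enkd1, Ranbp10 and Cenpt) besides the fall of Ctcf. A hypothesis was tested that loss of CTCF moves neighbouring genes together. Over 7140 pairs of genes closer than 100 kb the log2 fold changes had a correlation across genes of 0.110 in CD3/CD28 cultures (permutation p = 0.001, the smallest possible with 1000 permutations), and of 0.0834 over 7083 pairs in LPS/IL4 cultures. Single CTCFfl/+ libraries gave 0.0482 to 0.0587 against the mean of their group, so that part of this correlation is present without any difference in genotype.

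The mean levels of the 2 cultures in the deposited table differ by an SD of only 0.0512 log2 units over genes, less than either genotype effect, and the log2 fold changes in CD3/CD28 cultures are 0.742 of those in the supplement at the median. The first value is consistent with an adjustment of the deposited values within each culture. What made the fold changes smaller stays open, since the ratio was 1.01 in LPS/IL4 cultures and levelling the means of a culture would not by itself shrink the differences within it. The difference between CTCFfl/+ cells of the cultures mirrors the interaction (r = -0.968 across genes), so that its 216 genes describe no difference between the cultures.

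With 3 libraries against 3 there are 10 ways to split a culture. In CD3/CD28 cultures 1 of 10 splits, the real one, gave as many called genes (highest other 2), in LPS/IL4 cultures 2 of 10 did (highest other 6), and for the CTCFfl/+ cells of the cultures 1 of 10 (highest other 1), which are too few splits to tell. Every other split also mixes the groups compared, so that an effect between them adds to the spread and can lower the calls.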
